# ZBTB7A suppresses glioblastoma tumorigenesis through the transcriptional repression of EPB41L5

**DOI:** 10.1038/s12276-022-00908-8

**Published:** 2023-01-04

**Authors:** Ji-Hoon Jeong, Seung-Ho Park, Hyunhee Kim, Hae Yun Nam, Sung-Hak Kim, Minseok Jeong, Min-Jeong Kong, Jihyun Son, Ji-Eun Jeong, Ji-Hye Song, Seong Who Kim, Kyung-Chul Choi

**Keywords:** Tumour biomarkers, Gene regulation

## Abstract

Glioblastoma multiforme (GBM), the most aggressive and malignant glioma, has a poor prognosis. Although patients with GBM are treated with surgery, chemotherapy, and radiation therapy, GBM is highly resistant to treatment, making it difficult and expensive to treat. In this study, we analyzed the Gene Expression Profiling Interactive Analysis dataset, the Cancer Genome Atlas dataset, and Gene Expression Omnibus array data. ZBTB7A (also called FBI1/POKEMON/LRF) was found to be highly expressed in low-grade glioma but significantly downregulated in patients with GBM. ZBTB7A is a transcription factor that plays an important role in many developmental stages, including cell proliferation. The activation of epithelial-mesenchymal transition (EMT) is a key process in cancer progression and metastasis. Erythrocyte membrane protein band 4.1 like 5 (EPB41L5) is an essential protein for EMT progression and metastasis in various types of cancer. We found that ZBTB7A depletion in U87 cells induced GBM progression and metastasis. Based on RNA sequencing data, ZBTB7A directly binds to the promoter of the EPB41L5 gene, reducing its expression and inhibiting GBM progression. We demonstrated that ZBTB7A dramatically inhibits GBM tumor growth through transcriptional repression of EPB41L5. Thus, both ZBTB7A and EPB41L5 may be potential biomarkers and novel therapeutic targets for GBM treatment. Overall, we discovered the role of a novel tumor suppressor that directly inhibits GBM progression (ZBTB7A) and identified EPB41L5 as a therapeutic target protein for patients with GBM.

## Brain tumors: Regulatory protein suppresses tumor growth

The identification of a key tumor-suppressing protein could provide biomarkers and treatments for an aggressive and fast-growing form of brain and spinal cord cancer. Glioblastoma multiforme (GBM) is resistant to many forms of treatment, resulting in poor prognosis. By analyzing gene expression databases, Kyung-Chul Choi and Seong Who Kim at the University of Ulsan College of Medicine in Seoul, South Korea, and co-workers found that expression of a regulatory protein, the transcription factor ZBTB7A, is significantly reduced in patients with aggressive GBM. In experiments on mice, the researchers found that ZBTB7A inhibits expression of the *EPB41L5* gene, which codes for a protein which promotes tumor growth and metastasis. Both the ZBTB7A and EPB41L5 proteins could provide useful biomarkers for GBM prognosis, and offer therapeutic targets for the disease.

## Introduction

The most common and fatal primary tumor is glioblastoma multiforme (GBM); it is also the highest grade (grade IV) human brain tumor^1–4^. Despite surgical interventions such as chemotherapy and radiation therapy, GBM is now resistant to all treatments and is fatal with a 14–16 month survival rate^5–9^. The development of resistance to standard treatment regimens is a major cause of poor survival^10–12^, and because GBM is highly invasive and aggressive, patient prognosis is poor despite various drug treatment options^13,14^. According to cohort molecular profiling studies, genetic abnormalities frequently occur in specific genes, such as PTEN, TP53, and IDH1, in patients with GBM^15^. Thus, prognosis and treatment response prediction are difficult for patients with GBM^16^, suggesting that there are other factors contributing to aberrant gene expression because of the molecular heterogeneity of tumor tissue. Therefore, the development of novel therapeutic strategies to increase the survival rate of GBM requires the analysis of gene, protein, and molecular mechanisms through gene profiling, and it is critical to identify key GBM diagnostic markers.

ZBTB7A, also known as FBI1, POKEMON, or LRF, is a member of the POK family and a pleiotropic transcription factor containing zinc fingers and protein 7A^17–19^. Transcription factors of the POK family act as transcription activators or repressors by specifically binding to DNA elements located on the DNA-binding domain of target genes^20^ and can also repress transcription by recruiting corepressor complexes^21^. In addition, overexpression of ZBTB7A is associated with tumorigenesis and metastasis in various human cancers^22^. For example, ZBTB7A inhibits transcription by directly binding to GLUT3, PFKP, and PKM, all of which are important factors in glycolysis, as well as the promoter of the androgen receptor gene in prostate cancer^20,23–26^. In addition, ZBTB7A acts as a tumor suppressor; the loss of ZBTB7A in a PTEN-deficient environment promotes tumor growth in mouse prostate cancer^24^. However, the mechanisms of gene regulation by ZBTB7A in GBM cells remain unknown.

EPB41L5 (erythrocyte membrane protein band 4.1 Like 5) is a mesenchymal-specific protein induced during EMT (epithelial-mesenchymal transition) that promotes the disruption of cell‒cell adhesion kinetics^27^. Overexpression of EPB41L5 in epithelial cells causes ZO-1 disorganization, as it destabilizes E-cadherin and affects the tightness of cell junctions^28,29^. EPB41L5 is highly expressed in gastric, kidney, and breast cancers and promotes invasion, metastasis, and EMT^30–33^. It is also considered a key factor in the metastasis of various types of cancer by promoting EMT, proliferation, migration, and invasion in esophageal squamous cell carcinoma^27^. However, the role and function of EPB41L5 in GBM remain unclear.

In this study, we confirmed that the expression of ZBTB7A was very low in GBM through the analysis of The Cancer Genome Atlas (TCGA) dataset, and the decreased expression of ZBTB7A was correlated with lower survival rates of GBM. Interestingly, ZBTB7A is associated with cell migration, and upregulation of ZBTB7A significantly suppressed migration, invasion, and proliferation in GBM. ZBTB7A negatively regulates GBM tumor progression by directly binding to the promoter of *EPB41L5*, an important gene involved in cell mobility, and repressing its transcription. Our study revealed a novel tumor suppressor role for ZBTB7A, which directly inhibits GBM tumorigenesis. In addition, we discovered that EPB41L5 is a key marker of GBM tumorigenesis and is regulated by the transcriptional repression of ZBTB7A. Therefore, we suggest that the coregulation of ZBTB7A and EPB41L5 is an essential therapeutic strategy for treating GBM.

## Materials and methods

### Cells, plasmids, and reagents

Human A172, LN18, LN229, U118, U343, U373, and U87 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Biowest, L0103) supplemented with 10% fetal bovine serum (FBS; Biowest, S1480) and 1% antibiotics (HyClone, SV30010). All cells were cultured at 37 °C in a 5% CO_2_ incubator. Effectene transfection reagent was purchased from QIAGEN (301427). The Myc-tagged ZBTB7A constructs were subcloned into the pSG5 vector. The pCDH-CMV-MCS-EF1-Puro overexpression vector was purchased from System Biosciences (CD510B-1). The shRNAs were obtained from Mission-shRNA (Sigma‒Aldrich). Stably overexpressed LN229, U343, and knockdown U87 cells were cultured under puromycin selection (1.5 μg/mL). The shRNA clone IDs are listed in Supplementary Table 1.

### In vitro migration, invasion, colony formation, and proliferation assays

After stable overexpression LN229 and U343 and knockdown U87 cells reached ~70% confluence, the cells were scratched with a 200 µL pipette tip, washed with DPBS, and incubated at 37 °C. Wound healing was observed for 12 h and 24 h at the scratched line, and the area around the scratched line was photographed. The invasion assay was performed using an 8.0 μm pore polycarbonate membrane insert (Corning, 353097). Transwell inserts coated with Matrigel (Corning, 354234) were used, and 2 × 10^4^ cells/well were plated in the upper chamber. The lower chamber was filled with 600 μL of serum-free medium. After incubation for 48 h, cells infiltrated with 100% methanol were fixed. After staining with 1% crystal violet (Sigma‒Aldrich, V5265), the infiltrated cells were observed under a microscope. For the colony formation assay, 1 × 10^3^ cells were plated in 6-well plates. After culturing the cells at 37 °C for 2 weeks, colonies formed on each of the three plates were measured. Cell proliferation was assessed according to the manufacturer’s protocol (Invitrogen, C35011) using the CyQuant Direct Cell Proliferation Assay Kit. All experiments were performed in triplicate, and cell proliferation was determined using a VICTOR^TM^ X3 Multilabel Plate Reader (PerkinElmer).

### Western blot analysis

Cells were harvested for Western blotting by scraping and washing with cold phosphate-buffered saline (PBS). The cells were lysed with lysis buffer for 30 min on ice. Lysates were centrifuged at 13,000 *rpm* for 20 min at 4 °C, and the protein concentration of the supernatant was measured using Pierce 660 nm Protein Assay Reagent (Thermo, 22660). Total cell lysate proteins were separated using sodium dodecyl sulfate‒polyacrylamide gel electrophoresis. The separated proteins were transferred to nitrocellulose membranes. The transferred membranes were blocked by incubation for 1.5 h in 5% w/v nonfat Difco skim milk (BD Biosciences, 232100) blocking buffer. The primary antibodies were incubated together for 3 h or overnight at 4 °C. After washing, the secondary antibody was incubated for 1.5 h. The results were visualized by the developer after Western blot analysis. The antibodies used were anti-ZBTB7A (Abcam, ab70208), anti-EPB41L5 (Thermo, PA5-58009), anti-β-actin (Sigma‒Aldrich, A5441), anti-Myc (MBL, M192-3), anti-N-cadherin (sc-59987), anti-β-catenin (sc-7963), anti-vimentin (sc-32322) (Santa Cruz Biotechnology), and anti-Snail (Cell Signaling, 3879 S). All secondary antibodies were purchased from Thermo (31430 and 31460).

### RNA extraction and quantitative polymerase chain reaction

Total RNA was isolated using an AccuPrep Universal RNA Extraction Kit (BIONEER, K-3141) according to the manufacturer’s instructions. Total RNA was converted to cDNA by cDNA synthesis using the PrimeScript RT Reagent Kit (Takara, 2680 A). For real-time quantitative polymerase chain reaction (qPCR), the primer sequences used for the *ZBTB7A*, *EPB41L5*, *APOE*, *MDK*, *MMP9*, *IL27RA*, *SEMA3A*, *FGF7*, *IL1B*, *PAK3*, *ADAM18*, *SERPINF1*, *TGFB2*, *HYAL1*, *THBS1*, *IL33*, *ITGA2*, *ACVRL1*, *CXCL8*, *CDH2* (N-cadherin), *CTNNB1* (β-catenin), *VIM* (vimentin), and *GAPDH* genes are listed in Supplementary Table 1. qPCR was performed using a real-time PCR kit (ELPIS Bio, EBT-1801), and all samples were normalized using the ΔΔCt method. All expression values are expressed as the fold change, and the reaction was repeated three times.

### Luciferase reporter gene assay

The human *EPB41L5* gene promoter was prepared and purified by PCR amplification of human genomic DNA from HEK293T cells for a specific region (−900 to 100 nucleotides) of the *EPB41L5* gene. It was cloned into the pGL4.21 (*luc2P*/Puro) vector (Promega, E6761) using *KpnI* and *XhoI* restriction enzymes. Luciferase analysis of the EPB41L5 reporter gene and *β-galactosidase* gene was transiently transfected with 100 ng and 400 ng per well, respectively. After incubation for 24 h, the luciferase assay system (Promega, E1501) was used according to the manufacturer’s instructions. The colorimetric substrate ortho-nitrophenyl-galactoside was used to measure β-galactosidase activity at 405 nm absorbance. Normalized activity was expressed as luciferase activity/β-galactosidase activity (fold change).

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation (ChIP) assays were performed on U343 cells, stably overexpressed U343 cells and ZBTB7A-knockdown U87 cells using the Pierce Magnetic ChIP Kit (Thermo, 26157). Nuclear lysates were precipitated with anti-ZBTB7A, anti-Myc, normal rabbit (sc-2027), and mouse (sc-2025) IgG (Santa Cruz Biotechnology) overnight at 4 °C with A/G magnetic beads. DNA obtained following the manufacturer’s instructions was analyzed using qPCR. The ChIP primers (−833/−649, −314/−177, −202/−58, and −130/−56) used for qPCR are shown in Supplementary Table 1.

### Animal studies

At the University of Ulsan College of Medicine, all mouse experiments were performed under an approved protocol (2020-12-353). This study was conducted in accordance with the guidelines of the International Animal Care and Use Committee. Briefly, stably overexpressed U343 (5 × 10^5^) cells were collected and injected subcutaneously into the flanks of female BALB/c-nu mice. After 5 weeks, all mice were sacrificed. Tumor volume was measured every 2–3 days and calculated using the formula V = (L × W^2^)/2 (L; longer, W; width). Subsequently, the tumors were excised, weighed, and photographed. The cells used for the orthotopic xenograft mouse model were U87 (1 × 10^6^) cells with stable knockdown of ZBTB7A, and these cells were injected into the right hemisphere. After 4 weeks, all mice were sacrificed. For all animal experiments, mice were randomly allocated to each experimental group.

### Immunohistochemistry analysis

The immunohistochemistry (IHC) detection kit was purchased from Abcam (ab64264). Experiments were performed according to the manufacturer’s instructions. Anti-ZBTB7A, anti-EPB41L5, and Ki67 (Abcam, ab16667) were diluted 1:300. Images were analyzed using ImageJ software (Java 1.8.0_112, NIH) and an IHC profiler (special plug-in).

### Analysis of datasets for human samples and cell lines

Various data on differential expression between tumor/normal tissues were obtained from the Gene Expression Profiling Interactive Analysis (GEPIA) database (http://gepia.cancer-pku.cn/index.html). Data on human TCGA-GBM (*n* = 538) and TCGA-GBMLGG (*n* = 667), including overall survival and correlation data, were obtained from the GlioVis database (http://gliovis.bioinfo.cnio.es/). Affymetrix Human Genome U133A Array (GPL96) CEL files were obtained from the Freije dataset from Gene Expression Omnibus (GEO) with accession number GSE4412. The Affymetrix ID used was 213299_at. Human glioma cancer cell line (*n* = 59) expression data were obtained from the Cancer Cell Line Encyclopedia (CCLE) database (https://sites.broadinstitute.org/ccle/). The target gene prediction data for ZBTB7A were obtained from the ChIP-Atlas database (https://chip-atlas.org/). The predicted ZBTB7A binding motif sequence and the promoter sequence of *EPB41L5* were analyzed using JASPAR (https://jaspar.genereg.net/) and the Eukaryotic Promoter Database (EPD; https://epd.epfl.ch//index.php).

### mRNA sequencing analysis

Total RNA was isolated using TRIzol reagent (Invitrogen, 15596018), and RNA quality and quantification were performed using an Agilent 2100 bioanalyzer (Agilent Technologies) and an ND-2000 Spectrophotometer (Thermo). Library preparation was performed using the NEBNext Ultra II Directional RNA-Seq Kit (NEW ENGLAND BioLabs, E7760L). Using a Poly(A) RNA Selection Kit, mRNA was extracted (LEXOGEN, 157.96) and used according to the manufacturer’s instructions for cDNA synthesis and shearing. Indexing was performed using Illumina indices 1–12 and was enriched by PCR. The mean fragment sizes were evaluated, and libraries were checked using a TapeStation HS D1000 Screen Tape (Agilent Technologies). Quantification was performed using the StepOne Real-Time PCR System (Life Technologies), and high-throughput sequencing was performed using NovaSeq 6000 (Illumina). FastQC was used to control the quality of the raw sequencing data, and adapters and low-quality reads (<Q20) were removed using FASTX_Trimmer and BBMap. TopHat was used to map the trimmed reads to the reference genome, and fragments per kilobase per million read (FPKM) values were used to estimate gene expression levels. FPKM values were normalized using EdgeR in R (R Development Core Team). Data mining and graphical visualization were performed using Microsoft Excel (Office 365), GSEA (GSEA_4.1.0, Broad Institute), and ExDEGA (Ebiogen).

### Statistical analysis

Statistical significance was determined using Student’s *t* test or one-way ANOVA. Prism (Prism 8.0.1, GraphPad) and Excel (Microsoft) were used. All values are reported as the mean ± SD. A *p* value < 0.05 was considered to indicate significance (*p < 0.05, **p < 0.01, ***p < 0.001).

## Results

### ZBTB7A expression was decreased in GBM cells and patients

We investigated the RNA expression of *ZBTB7A* in GBM patients using various databases. Profiling of various tumor samples and normal brain (NB) tissues from the TCGA and the Genotype-Tissue Expression (GTEx) projects in GEPIA confirmed that *ZBTB7A* expression was lower in GBM and lower-grade glioma tissues than in NB tissues (Fig. 1a–c). Analysis of TCGA-GBM and TCGA-GBMLGG datasets using the GlioVis database revealed that *ZBTB7A* expression was significantly decreased in GBM, and it was confirmed that the expression of *ZBTB7A* was decreased in high-grade tumors (Fig. 1d, e). In addition, GEO profiling revealed that the expression of *ZBTB7A* in the Freije dataset (GSE4412) was decreased in GBM, as was observed in the TCGA-GBMLGG dataset (Fig. 1f). Furthermore, the prognosis of patients with GBM was poor in the GBM patients with *ZBTB7A* downregulation (Fig. 1g) according to Kaplan–Meier survival analysis based on the TCGA-GBMLGG dataset. To determine whether the expression of ZBTB7A was decreased in GBM tissues compared to NB tissues based on the results of the analysis of various databases, we performed IHC using tissue microarrays (TMAs). The expression of ZBTB7A was significantly decreased in GBM tissues (Fig. 1h). The expression of *ZBTB7A* was confirmed using the CCLE database before the in vitro experiment, and *ZBTB7A* expression was found to be relatively low in LN229, LN18, A172, and U343 cells and relatively high in U118 and U87 cells (Fig. 1i). In addition, when the CCLE database was used to analyze ZBTB7A protein expression in the GBM cell line, nearly identical results were obtained (Fig. 1j). Based on these results, the expression of ZBTB7A is decreased in both GBM cell lines and GBM patients, and decreased expression of ZBTB7A at the mRNA and protein levels indicates a poorer prognosis.

**Fig. 1:**
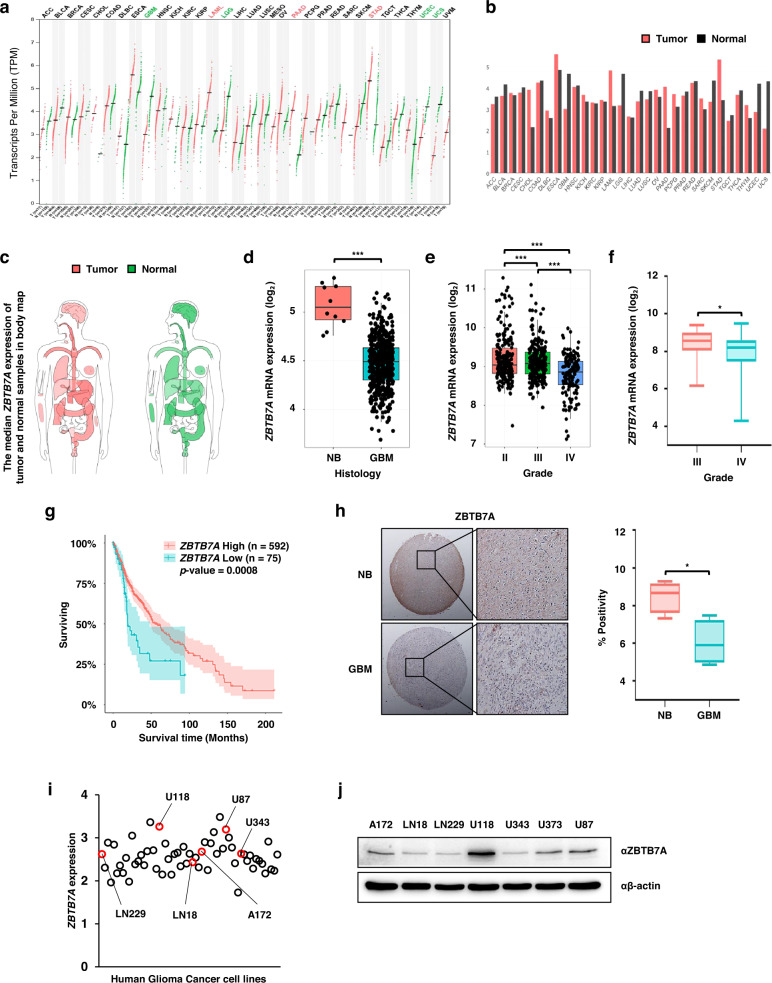
ZBTB7A was decreased in GBM cells and patients. **a**, **b** *ZBTB7A* expression in cancers. *ZBTB7A* expression profiles across tumor samples compared to NB samples for 33 TCGA tumor types using GEPIA. The mean log_2_(TPM + 1) was used as the signature score. Each point on the dot plot represents the sample, and the height of the bars in the bar plot represents the median expression of a specific tumor type or NB. **c** Median *ZBTB7A* expression in tumor and NB samples in the interactive bodymap (GEPIA). **d** mRNA expression of human *ZBTB7A* in NB and GBM samples from TCGA-GBM (GlioVis). NB, *n* = 10; GBM, *n* = 528. NB – GBM, *p* = 3.1E−13. **e** mRNA expression levels of *ZBTB7A* in gliomas grades II, III, and IV in TCGA-GBMLGG (GlioVis). Grade II, *n* = 226; III, *n* = 224; IV, *n* = 150. II–III, *p* = 6.4E−01; II–IV, *p* = 7.8E−12; III–IV, *p* = 4.4E−09. **f** mRNA *ZBTB7A* expression analysis using the Freije dataset (GEO; GSE4412). Grade III, *n* = 26; IV, *n* = 59. **g** Kaplan–Meier curves representing the survival of patients with low versus high expression of *ZBTB7A* in TCGA-GBMLGG (GlioVis). **h** IHC analysis of TMAs in human NB and GBM samples using anti-ZBTB7A antibody. NB, *n* = 4; GBM, *n* = 4. **i** Analysis of the *ZBTB7A* expression profiles in glioma cell lines using CCLE. **j** ZBTB7A protein expression levels in GBM cells. Scale bars: 50 μm. *p < 0.05.

### ZBTB7A knockdown promotes GBM tumorigenesis

We examined the tumorigenicity of U87 cells, a cell line with relatively high expression of ZBTB7A, after transfection with ZBTB7A shRNA or control shRNA lentiviral plasmid (Supplementary Fig. 1a; Control shRNA and shZBTB7A#1–6) to determine the probable role of ZBTB7A in GBM development. In addition, we overexpressed ZBTB7A in LN229 and U343 cells, which have relatively low ZBTB7A expression. To investigate the tumorigenicity of ZBTB7A-depleted U87 cells, we assessed the protein and mRNA expression levels of ZBTB7A (Fig. 2a, Supplementary Fig. 1b). When the expression of ZBTB7A was knocked down, cell migration was significantly increased in ZBTB7A-knockdown U87 cells (Fig. 2b), and tumor invasion and colony formation were also increased in ZBTB7A-knockdown U87 cells compared with control U87 cells (Fig. 2c, d). In addition, we performed a proliferation assay. Cell proliferation was significantly promoted in ZBTB7A-knockdown U87 cells and conversely inhibited in ZBTB7A-overexpressing U343 cells (Fig. 2e). Therefore, our results suggest that ZBTB7A acts as a tumor suppressor in GBM.

**Fig. 2:**
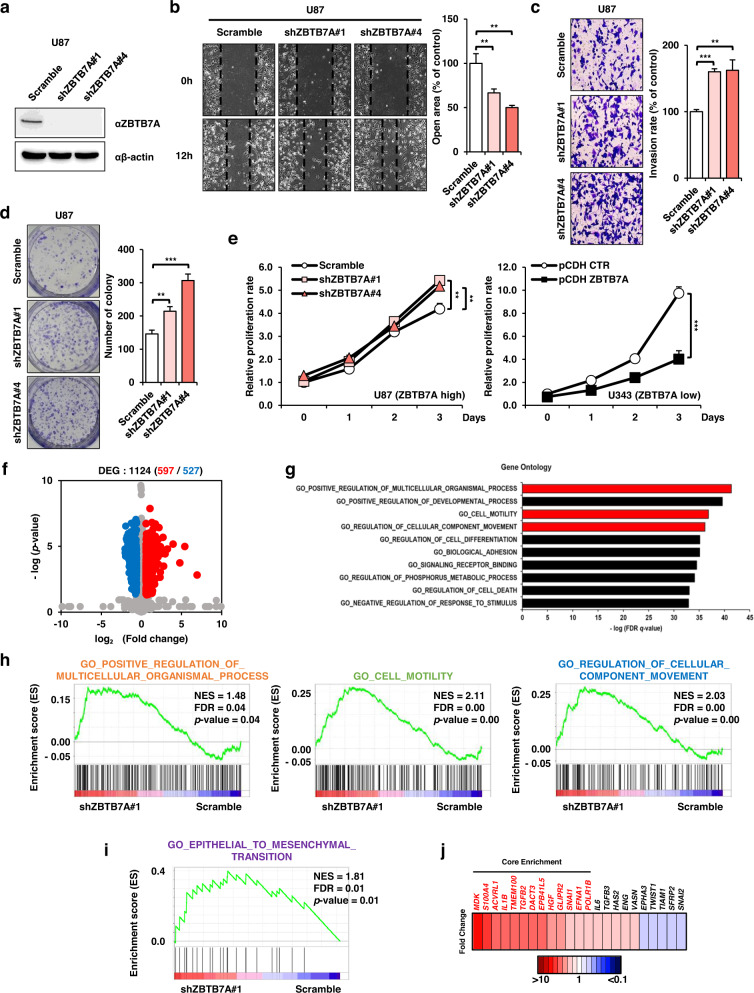
*EPB41L5* is the target gene of ZBTB7A in GBM cells. **a** Western blot analysis of ZBTB7A in shZBTB7A U87 cells. **b** Migration assay of shZBTB7A U87 cells after 12 h. **c** Transwell invasion assay of shZBTB7A U87 cells after 48 h. **d** Effect of ZBTB7A knockdown on colony formation in shZBTB7A U87 cells. **e** Cell proliferation assay was performed after shZBTB7A U87 and pCDH ZBTB7A U343 cells for 3 d. **f** Differentially expressed gene analysis of mRNA-seq of shZBTB7A U87 cells (red dots; upregulated genes, blue dots; downregulated genes, FC ± 1.5 and *p value* < 0.05). **g** Gene Ontology enrichment analysis for up- and downregulated genes scramble versus shZBTB7A. **h**, **i** GSEA revealed differences in the expression of genes involved in cell migration and EMT. **j** EMT-related core enrichment gene fold change value. NES (normalized enrichment score), FDR (fold discovery rate), **p < 0.01, ***p < 0.001.

To gain insight into the mechanism of action of ZBTB7A, we performed mRNA sequencing analysis. 

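The mRNA-seq experiment compared U87 cells, a human glioblastoma cell line, that carried either a scramble control in the pLKO lentiviral vector or an shRNA against ZBTB7A. The knockdown libraries all carry the same shRNA, labelled shZBTB7A#1 in Fig. 2h. There were 3 libraries of each kind and 6 in all, and the cells were selected with puromycin at 1.5 μg/mL. The libraries were directional and poly(A)-selected. The authors removed adapters and low-quality reads, mapped the reads with TopHat and expressed each gene as FPKM, the fragments of a gene scaled by transcript length and by library depth. The paper's text does not name the genome build, and it does not say whether the deposited FPKM values were taken before or after the edgeR normalization of its methods. Read counts cannot be read from FPKM values, so the absolute depth of each library is unknown. Relative depth was read from genes under 0.1 FPKM, whose values move in steps of single fragments. Compared with scramble replicate 1, the depth was 0.998 in scramble replicate 2, 1.00 in scramble replicate 3, and 1.11, 1.10 and 1.19 in shZBTB7A replicates 1, 2 and 3. Of 24424 gene symbols listed, 4966 were at 0 in all 6 libraries. Values were analyzed as log2(FPKM + 1), which understates the fold change of genes with low FPKM. The 11806 genes with at least 1 FPKM in at least 3 libraries were tested with limma, with Benjamini-Hochberg adjustment of p-values. Pearson correlations of log2 values across genes were between 0.986 and 0.993 within groups and between 0.967 and 0.974 between groups. Scramble replicate 2 had a single value of 305072 FPKM, for a pseudogene of the U6 small nuclear RNA, which was listed at 0 in the other 5 libraries and made up 37.6% of that library's FPKM sum.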

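ZBTB7A lies on chromosome 19 of GRCh38 between positions 4044364 and 4066945 on the minus strand in the GENCODE 29 annotation. Its level was 23.2 ± 0.455 FPKM (SD, n = 3) in scramble cells and 11.1 ± 0.382 FPKM (SD, n = 3) in shZBTB7A cells, a log2 fold change of -1.0 (standard error 0.04, limma adjusted p = 1.98e-07). Every shZBTB7A library was below every scramble library, and leaving out each library in turn gave log2 fold changes from -1.03 to -0.99. With 3 libraries against 3, the smallest p that an exact two-sided permutation test can give is 0.1. The paper's text does not say whether the libraries of a group came from independent transductions. The p-values here and below measure the spread between libraries of a single shRNA clone and a single control. They cannot separate an effect of lower ZBTB7A from an off-target effect or another difference between the lines. With the criteria of the legend of Fig. 2f, a fold change of at least 1.5 and an unadjusted p under 0.05, 1073 genes were differentially expressed by limma, of which 574 were higher and 499 were lower in shZBTB7A cells. Under quantile normalization 524 were higher and 528 lower. An adjusted p under 0.05 was reached by 6483 genes, 3151 higher and 3332 lower, with a median change of 1.24-fold, and 5412 of the 6483 changed by less than 1.5-fold. The pseudocount moved the first count most, from 1469 genes with a pseudocount of 0.1 to 421 with a pseudocount of 5. Libraries with the same replicate number did not deviate together from their group means (mean correlation of deviations across genes -0.12). With the replicate number as a block, 1077 genes passed the criteria of Fig. 2f, 577 higher and 500 lower, and 6506 genes had an adjusted p under 0.05. Under the block ZBTB7A had an adjusted p of 1.34e-05 by limma. Small nucleolar RNAs such as SNORD55, which was listed at 0 in 2 shZBTB7A libraries and at 2495 FPKM in the other, have uncertain fold changes.

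**Figure D1:**
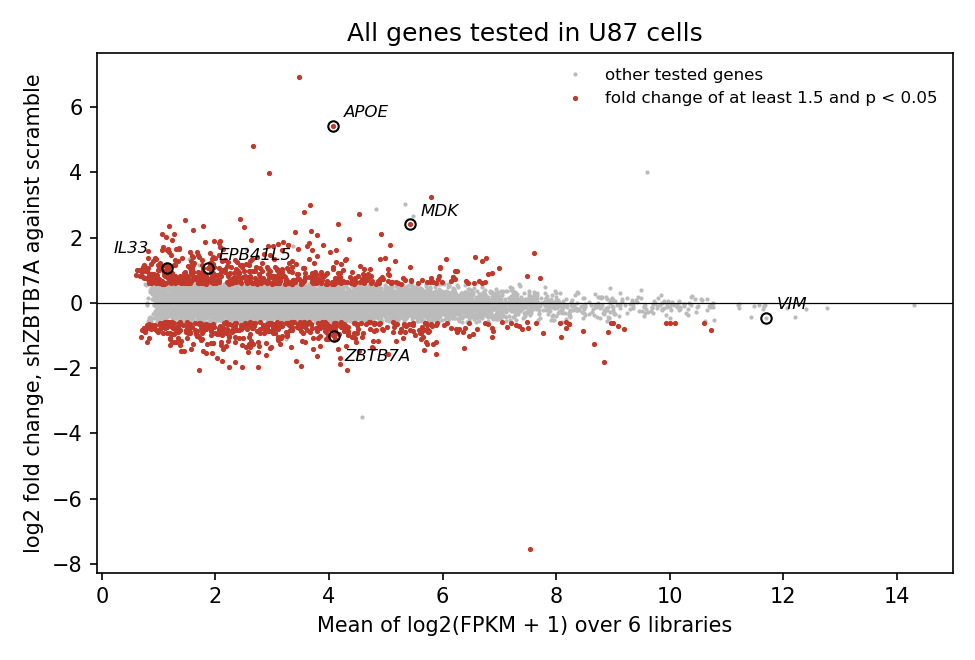
Log2 fold change of shZBTB7A against scramble cells (vertical axis) against the mean of log2(FPKM + 1) over the 6 libraries (horizontal axis) for the 11806 genes tested. Red points are the 1073 genes with a fold change of at least 1.5 and an unadjusted p under 0.05, and open circles mark ZBTB7A at -1.0, EPB41L5 at 1.07, APOE at 5.43, MDK at 2.42, IL33 at 1.08 and VIM at -0.45.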

Of the 1124 genes, 597 were upregulated and 527 were downregulated (DEG analysis) (Fig. 2f). We also performed gene ontology analysis of 1124 upregulated and downregulated genes. These results showed that multicellular organisms were enriched for genes involved in processes, cell motility, and the movement of cellular components (Fig. 2g). 

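Supplementary Table 2 lists the core enrichment genes of these processes, and their FPKM values give the data for the genes named there. The complete Gene Ontology gene sets were not used here, so the enrichment itself was not recomputed. The table names 47 genes for positive regulation of multicellular organismal process, 61 for cell motility and 39 for regulation of cellular component movement, which are 83 distinct genes. All 83 were tested, and all 83 had a fold change of at least 1.5 and an unadjusted p under 0.05 by limma. The median log2 fold changes were 1.34, 1.09 and 1.32 for the 3 processes in this order. The smallest was 0.85 for BST2, and APOE had the highest, 5.43. In 24 of the 83 genes the scramble mean was under 1 FPKM, where the pseudocount of 1 understates the change.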

GSEA revealed that all genes involved in the three processes were more enriched in the GBM group than in the control group when ZBTB7A was knocked down (Fig. 2h, Supplementary Table 2), suggesting that ZBTB7A is generally involved in biological processes related to cell motility. Thus, we further confirmed whether the knockdown of ZBTB7A plays an important role in the EMT process due to increased cellular motility. 

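For each of the 83 core enrichment genes, all 3 shZBTB7A libraries were above all 3 scramble libraries. Over the 11806 genes tested the 2 groups did not overlap in 62.0%, where chance gives 10%. Among the 83 genes, the largest adjusted p by limma was 0.00109. Core enrichment genes are the members of a set that contribute to its enrichment score, here computed by the authors from the same libraries. With the replicate number as a block, all 83 genes again had an adjusted p under 0.05. When only genes with at least 1 FPKM in every library were kept, 57 of the 83 could be tested and were higher.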

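Fig. 2j shows 23 genes related to the epithelial-mesenchymal transition (EMT), of which 21 passed the filter on low FPKM and 17 of these were higher and 4 lower in shZBTB7A cells, all with an adjusted p under 0.05 by limma. The median log2 fold change of the 21 genes was 0.77, above all of 10000 random lists of the same size matched on mean expression. The figure shows these genes in the same libraries, so the percentile describes the list and is no independent test of it. MDK had the largest rise, 2.42 (standard error 0.05, limma adjusted p = 4.43e-09), from 17.5 ± 1.03 FPKM in scramble cells to 98.2 ± 5.38 FPKM in shZBTB7A cells (SD, n = 3 each). S100A4 followed with a log2 fold change of 1.76. The 12 core enrichment genes among the 21, a selection made on the same libraries, were all higher, with a median log2 fold change of 1.09. Of the 9 others, 5 were higher and 4 lower, with a median of 0.61. The 4 lower genes were TWIST1 at -0.64, TIAM1 at -0.65, SFRP2 at -0.73 and SNAI2 at -0.79. SNAI2 fell from 68.6 ± 0.757 FPKM to 39.4 ± 0.918 FPKM (SD, n = 3 each). SNAI1 rose by 0.77 from a scramble mean of 0.395 FPKM. EFNA1 and EPHA3 were below the filter. EFNA1 averaged 0.264 FPKM in scramble and 1.15 FPKM in shZBTB7A cells, and EPHA3 1.08 FPKM and 0.337 FPKM. The replicate block left the median at 0.77, and the pseudocount moved it most, to 0.50 with a pseudocount of 5.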

When ZBTB7A was knocked down in GBM cells, the EMT process was induced, and the related core genes were enriched (Fig. 2i, j), indicating that ZBTB7A knockdown activates GBM growth-related genes to facilitate the development and progression of GBM.

### EPB41L5 is the target gene of ZBTB7A in GBM cells

Next, we analyzed the genes related to these three processes in ZBTB7A knockdown GBM cells. 

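In Supplementary Table 2, 18 genes are listed for all 3 processes. A further 8 genes are shared only by positive regulation of multicellular organismal process and cell motility, and 20 only by cell motility and regulation of cellular component movement. The remaining genes occur in a single process, 21, 15 and 1 for positive regulation of multicellular organismal process, cell motility and regulation of cellular component movement. ADAM8, which is listed for all 3, rose from 18.6 ± 0.654 FPKM to 50.3 ± 0.571 FPKM (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.04, limma adjusted p = 2.33e-08).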

The upregulated genes overlapping with ZBTB7A were knocked down in three processes, and 18 genes were upregulated in all processes (Fig. 3a). 

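All 18 genes of the overlap, with ADAM8 among them, were higher in shZBTB7A cells with an adjusted p under 0.05 by limma, and for each of them the 2 groups did not overlap, which chance gives in 10% of genes in either direction. APOE, on chromosome 19 of GRCh38 from 44905754 to 44909393, had 1.58 ± 0.170 FPKM in scramble and 110.1 ± 6.14 FPKM in shZBTB7A cells (SD, n = 3 each), a log2 fold change of 5.43 (standard error 0.06, limma adjusted p = 6.94e-11). EPB41L5, on chromosome 2 from 120013005 to 120179119, had 1.52 ± 0.130 FPKM and 4.28 ± 0.0870 FPKM. Its log2 fold change was 1.07 (standard error 0.07, limma adjusted p = 1.83e-06), and the ratio of the mean FPKM values without the pseudocount was 2.81. IL33, on chromosome 9 from 6215786 to 6257983, had 0.530 ± 0.0578 FPKM and 2.24 ± 0.204 FPKM, and its log2 fold change was 1.08 (standard error 0.08, limma adjusted p = 4.87e-06). MMP9 was listed at 0 in all 3 scramble libraries and between 2.94 and 3.79 FPKM in the shZBTB7A libraries, so no ratio is given for it. The scramble mean was under 1 FPKM for 6 of the 18 genes. The smallest log2 fold change was 0.98, for CXCL8. With the replicate number as a block, all 18 genes kept an adjusted p under 0.05, and EPB41L5 had an adjusted p of 4.94e-05 by limma. When only genes with at least 1 FPKM in every library were kept, 11 of the 18 could be tested, and all 11 were higher.

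**Figure D2:**
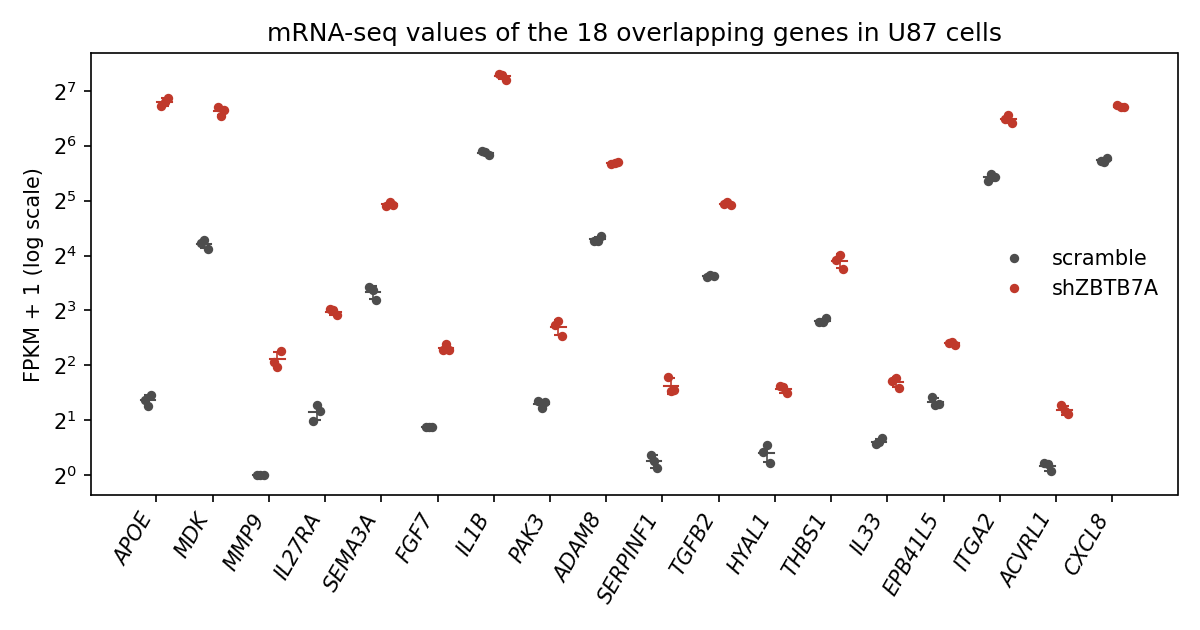
FPKM + 1 on a log scale (vertical axis) of the 18 overlapping genes (horizontal axis, in order of log2 fold change) in scramble and shZBTB7A cells. Points are the 3 libraries of each group, horizontal lines are means and error bars are the SD, and for every gene the 3 shZBTB7A libraries are above the 3 scramble libraries.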

The expression of 18 overlapping genes was confirmed using a heatmap (Fig. 3b). Therefore, 18 genes were upregulated when ZBTB7A expression was low, suggesting that there is an inverse correlation between the expression of ZBTB7A and the 18 target genes. 

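The 6 libraries form 2 separate groups, with ZBTB7A between 22.7 and 23.6 FPKM in scramble cells and between 10.8 and 11.5 FPKM in shZBTB7A cells. A correlation across all 6 would only restate the difference between the groups, and 3 libraries within a group are too few to test one, so no correlation coefficient is given. Fig. 3b lists ADAM18 in place of ADAM8, and ADAM18 was listed at 0 in all 6 libraries. EPB41L5 ranged from 1.44 to 1.67 FPKM in scramble libraries and from 4.18 to 4.35 FPKM in shZBTB7A libraries. By log2 fold change, ZBTB7A ranked 119 among the falls and EPB41L5 ranked 164 among the rises of the 11806 genes tested. From the higher level of the 18 genes in cells with less ZBTB7A, the paper proposes an inverse relation between ZBTB7A and these genes.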

To confirm the mRNA sequencing data, the mRNA expression levels of 18 target genes were analyzed in ZBTB7A knockdown and overexpression cells using qPCR (Fig. 3c, d). In addition, correlation analysis was performed on the TCGA-GBM dataset to confirm that the 18 target genes obtained from our mRNA-seq data had a inverse correlation with ZBTB7A, even in patient samples. We confirmed the inverse correlation of MDK, IL33, and EPB41L5 with ZBTB7A for three of the 18 target genes (Fig. 3e, Supplementary Fig. 2a). Therefore, we examined whether the mRNA levels of *MDK*, *IL33*, and *EPB41L5* increased in ZBTB7A shRNA-expressing GBM cells. As shown in Fig. 3f, the mRNA expression of *MDK*, *IL33*, and *EPB41L5* was inversely correlated with that of ZBTB7A. In addition, the expression of *EPB41L5* mRNA was significantly decreased in ZBTB7A-overexpressing GBM cells but not *in MDK* and *IL33* cells (Fig. 3g). Thus, EPB41L5 expression is directly affected by ZBTB7A expression. In addition, we confirmed that ZBTB7A and EPB41L5 had an inverse correlation at the protein level based on analysis of ZBTB7A knockdown U87 cells and ZBTB7A-overexpressing LN229 and U343 cells, respectively (Fig. 3h, i, Supplementary Fig. 2b, c). Furthermore, the protein expression levels of ZBTB7A and EPB41L5 were inversely correlated in GBM cell lines (Fig. 3j). The expression of EPB41L5 in tissues of patients with GBM (based on GBM TMAs) was observed using IHC staining, and the expression of EPB41L5 increased in the high-grade GBM tissues (Fig. 3k, l). Overall, ZBTB7A controls GBM tumorigenesis by regulating EPB41L5 expression.

**Fig. 3:**
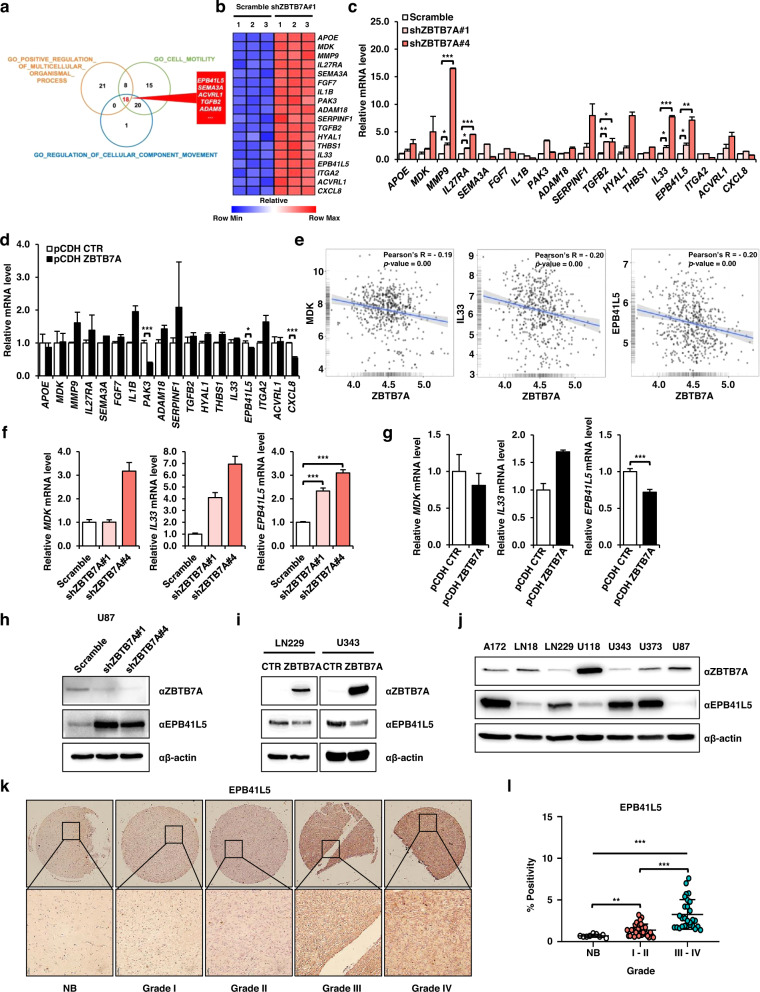
ZBTB7A negatively regulates EPB41L5. **a** The Venn diagram shows an overlap between GSEA results. **b** Heatmap of the expression and enrichment of 18 overlapping genes in the GSEA results. **c**, **d** mRNA expression levels of 18 overlapping genes in shZBTB7A U87 cells and pCDH ZBTB7A U343 cells. **e** Negative correlation of the gene expression levels of *MDK*, *IL33*, and *EPB41L5* with *ZBTB7A* (GlioVis). **f**, **g** mRNA expression levels of *MDK*, *IL33*, and *EPB41L5* in shZBTB7A U87 cells and pCDH ZBTB7A U343 cells. **h**, **i** Western blot analysis of ZBTB7A and EPB41L5 in shZBTB7A U87 cells and pCDH ZBTB7A LN229 and U343 cells. **j** Western blot analysis of ZBTB7A and EPB41L5 in GBM cell lines. **k** EPB41L5 IHC staining in increasing grades of glioma using TMA blots. **l** IHC analysis of EPB41L5 expression in TMA blots. NB, *n* = 9; Grades I–II, *n* = 30; III–IV, *n* = 28. Scale bars: 50 μm. *p < 0.05, **p < 0.01, ***p < 0.001.

### ZBTB7A overexpression suppresses GBM tumorigenesis through the transcriptional inhibition of EPB41L5

To confirm the previous results, we expressed ZBTB7A in LN229 and U343 cells, which have relatively low expression levels of ZBTB7A. The protein and mRNA expression levels of ZBTB7A were assessed in ZBTB7A-expressing LN229 and U343 cells (Fig. 4a, Supplementary Fig. 3a; cells with overexpression: pCDH-ZBTB7A and control cells: pCDH-CTR). To analyze the biological function of ZBTB7A in GBM cells, we performed various cell-based assays, such as cell migration, invasion, and colony-forming assays, in ZBTB7A-overexpressing LN229 and U343 cells. As shown in Fig. 4b, cell migration was decreased in ZBTB7A-overexpressing GBM cells compared to that in control cells. The invasiveness and colony formation ability of GBM cells were significantly decreased in ZBTB7A-overexpressing GBM cells compared to control cells (Fig. 4c, d), indicating that ZBTB7A inhibits tumorigenesis in GBM cells.

**Fig. 4:**
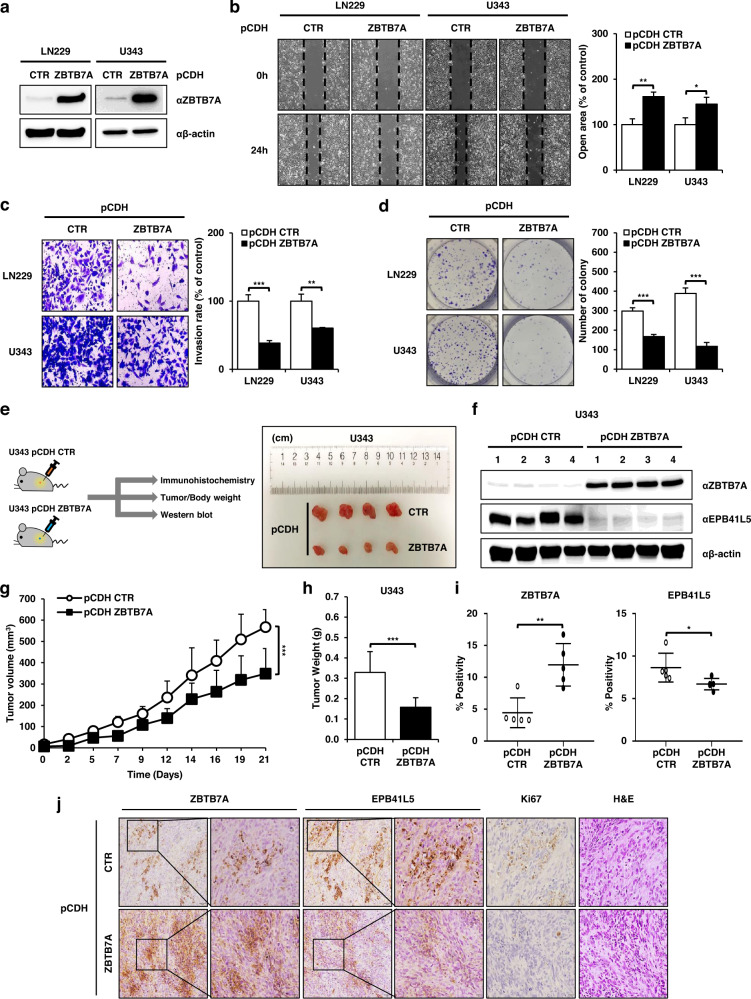
ZBTB7A expression regulates tumorigenesis in GBM cells. **a** Western blot analysis of ZBTB7A expression in pCDH ZBTB7A LN229 and U343 cells. **b** Migration assay of pCDH ZBTB7A LN229 and U343 cells after 24 h. **c** Transwell invasion assay of pCDH ZBTB7A LN229 and U343 cells after 48 h. **d** Effect of ZBTB7A overexpression on colony formation in pCDH ZBTB7A LN229 and U343 cells. **e** Schematic diagram and photograph of a subcutaneous tumor experiment using nude mice. **f** Western blot analysis of ZBTB7A and EPB41L5 in pCDH ZBTB7A U343 subcutaneous tumors. **g** Tumor volume was calculated according to the formula at 2–3 d intervals for 5 wk (*n* = 5 mice/group). **h** The weight of each tumor was measured (*n* = 8 mice/group). **i** IHC analysis of pCDH ZBTB7A U343 subcutaneous tumors using an IHC profiler (*n* = 5 mice/group). **j** IHC staining using anti-ZBTB7A, anti-EPB41L5, and anti-Ki67 antibodies and H&E staining. Scale bars: 50 μm, 20 μm. *p < 0.05, **p < 0.01, ***p < 0.001.

To confirm that ZBTB7A had the same inhibitory effect on GBM cell migration, invasion, and colonization, control cells (pCDH-CTR) and ZBTB7A-expressing U343 cells (pCDH- ZBTB7A) were injected subcutaneously into nude mice, and the tumor weight was monitored every 2 days for 6 weeks. As expected, tumor growth on ZBTB7A-expressing U343 cells was further reduced compared to that in control cells (Fig. 4e, Supplementary Fig. 3b). In addition, we confirmed whether the protein expression of ZBTB7A was normal in the ZBTB7A-expressing tumor using Western blotting (Fig. 4f) and whether the tumor volume and weights were suppressed in ZBTB7A-expressing U343 cells compared to the control cells (Fig. 4g, h). The survival rate was also higher in ZBTB7A-expressing U343 cells than in the control group (Supplementary Fig. 3c).

We analyzed the target genes of ZBTB7A in ZBTB7A-knockdown cancer cells using the ChIP-Atlas database and predicted that the target gene binds to suppress tumorigenesis as a transcription factor. We found that EPB41L5, a protein essential for cell migration, was involved in EMT (Supplementary Fig. 3d). In a previous study, we reported that the expression of EPB41L5 induced by TGF-β1 promotes the migration and invasion of gastric cancer cells via TGF-β signaling^34^. Therefore, we conducted the following experiment to determine whether ZBTB7A, a transcription factor, regulates transcriptional activity by targeting EPB41L5 in GBM cells. The protein expression of EPB41L5 and ZBTB7A was observed in mouse tumor tissues injected with control U343 cells and ZBTB7A-expressing U343 cells using IHC analysis. The expression of EPB41L5 was significantly decreased in ZBTB7A-overexpressing tumor tissues (Fig. 4i, j). Based on these results, we suggest that ZBTB7A acts as a transcriptional repressor that inhibits tumorigenesis by targeting EPB41L5 in GBM.

### ZBTB7A binds to the *EPB41L5* promoter to repress transcriptional activity

To investigate whether ZBTB7A and EPB41L5 are inversely correlated, we performed a promoter assay to confirm that ZBTB7A binds to the promoter of EPB41L5 as a transcription factor and negatively regulates its transcriptional activity. The binding motif sequence of ZBTB7A was confirmed using the JASPAR database, and the region where ZBTB7A binds was predicted in the 1 kb region (−900 to 100) of the *EPB41L5* promoter through the EPD database (Supplementary Fig. 4a, b). We also obtained overlapping results from the JASPAR and EPD databases for four regions that were significant for ZBTB7A binding in the *EPB41L5* promoter (Fig. 5a). In fact, the 1 kb region of the *EPB41L5* promoter was cloned into the pGL4.21 vector to perform the luciferase assay, and the ZBTB7A ORF was cloned into the Myc-tagged pSG5 vector for cotransfection into U343 cells with relatively low ZBTB7A expression. ZBTB7A was transfected in a dose-dependent manner, and we confirmed a gradual decrease in the transcriptional activity of EPB41L5 (Fig. 5b). To analyze transcriptional activity, the 1 kb full-length *EPB41L5* (−900 to 100: #1, −500 to 100: #2, −150 to 100: #3, and −40 to 100: #4) promoter regions were truncated. Furthermore, we measured transcriptional activity through the transfection of *EPB41L5* promoter-deleted mutants (*EPB41L5* promoter truncated constructs) in ZBTB7A-overexpressing U343 cells or control U343 cells. The transcriptional activity of *EPB41L5* promoter wild-type/deletion mutants was significantly reduced in ZBTB7A-overexpressing U343 cells compared to the control group, and when the −150 to 100 promoter regions (#3) were truncated, the transcriptional activity was drastically reduced in the ZBTB7A-overexpressing U343 cells and control cells (Fig. 5c). Based on these results, we confirmed that the promoter region, including the *EPB41L5* #3 (−150 to 100) position, was a significant ZBTB7A binding region.

**Fig. 5:**
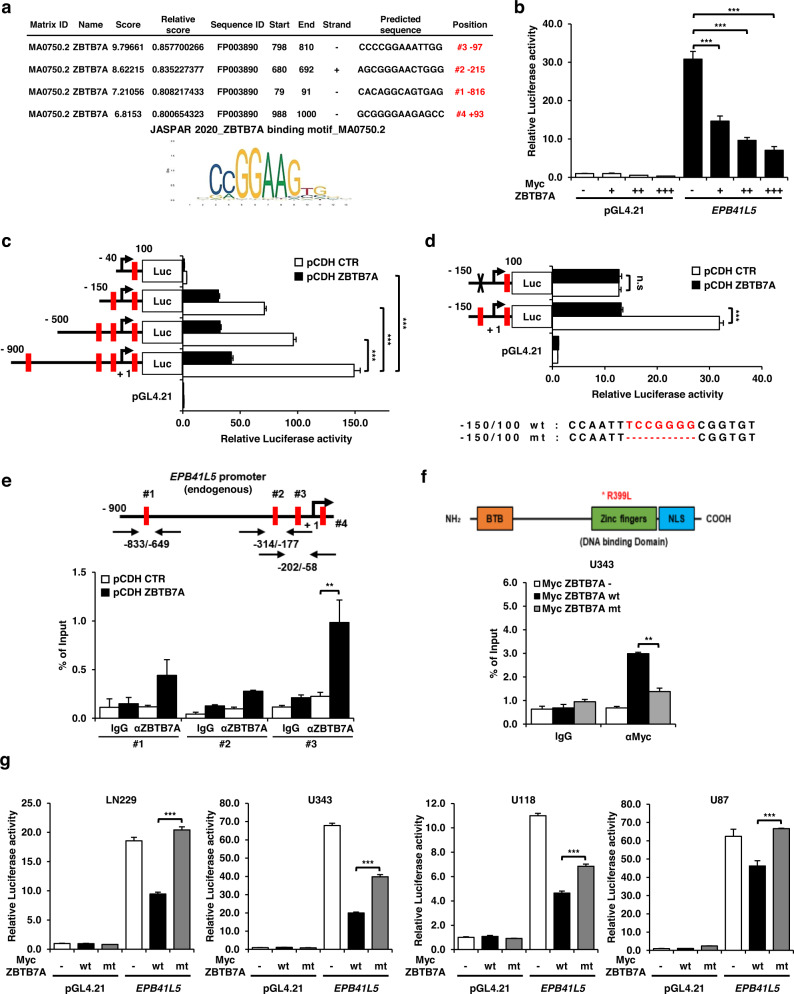
The ZBTB7A protein specifically binds to repress the transcriptional activity of the *EPB41L5* promoter. **a** Schematic of the 1 kb *EPB41L5* gene promoter and the ZBTB7A binding element within the ZBTB7A binding motif of JASPAR. **b** ZBTB7A suppresses *EPB41L5* promoter activity, as shown by the luciferase assay. **c** Repression by ZBTB7A in the *EPB41L5* promoter required a binding motif of ZBTB7A, as shown by a luciferase assay. The left panel shows the relative cleavage of the *EPB41L5* promoter. **d** Of the four potential ZBTB7A binding sites of the *EPB41L5* promoter, the most important (theZBTB7A#3 position) was deleted. Transcriptional activity of the depleted promoter was determined via a luciferase assay. **e** The upper panel shows the region amplified using ChIP primers in the *EPB41L5* promoter. The lower panel shows the amount of DNA precipitated using anti-ZBTB7A or IgG. **f** The domain structure of the ZBTB7A protein and the design of the ZBTB7A zinc finger mutant R399L. Then, Myc ZBTB7A wt and mt were transfected into U343 cells to show the amount of DNA precipitated by Myc antibody or IgG, and the -202/-58 region was amplified with a ChIP primer. **g** To determine the ability of ZBTB7A R399L to repress the activity of the *EPB41L5* promoter, we performed luciferase assays in LN229, U343, U118, and U87 cells. n.s; not significant, **p < 0.01, ***p < 0.001.

To further confirm whether the *EPB41L5* #3 (−150 to 100) position is the ZBTB7A binding region, the *EPB41L5* promoter construct (#3-WT) or the specific binding sequence deleted form of the *EPB41L5* promoter construct (#3-MT) was transfected into ZBTB7A-overexpressing U343 cells or control cells, and promoter activity was assessed using a luciferase assay. The transcriptional activity of the ZBTB7A binding sequence deleted in the *EPB41L5* promoter (#3-MT) was not significantly different between ZBTB7A-expressing U343 cells and control cells compared with the wild-type *EPB41L5* promoter (#3-WT) (Fig. 5d). Therefore, we assessed whether ZBTB7A inhibits transcription by binding to region #3 of the *EPB41L5* promoter using a ChIP assay. Significantly more ZBTB7A was recruited to the #3 region of the *EPB41L5* promoter in ZBTB7A-expressing U343 cells than in control cells (Fig. 5e). In addition, we investigated whether R399L binds to the *EPB41L5* promoter region through site-directed mutagenesis of R399L in the zinc finger domain of ZBTB7A. ChIP assays were performed in U343 cells transfected with the empty control vector, wild-type (wt) Myc-ZBTB7A, and mutant-type (mt) Myc-ZBTB7A. mtZBTB7AR399L failed to bind to position #3 of the *EPB41L5* promoter (Fig. 5f). We also confirmed that mtZBTB7AR399L failed to repress the transcriptional activity of EPB41L5. We examined the transcriptional activity in the GBM cell lines LN229, U343, U118, and U87 transfected with the empty vector, wtZBTB7A, and mtZBTB7A (Fig. 5g). As expected, mtZBTB7AR399L did not inhibit the transcriptional repression of EPB41L5 compared to wtZBTB7A, and the wt/mt Myc-ZBTB7A protein was normally expressed in all cells. (Supplementary Fig. 4c). Thus, we suggest that ZBTB7A negatively regulates the transcriptional activity of EPB41L5 by binding to the ZBTB7A #3 position of the *EPB41L5* promoter.

### ZBTB7A knockdown increases GBM tumorigenesis through the transcriptional activation of EPB41L5

Next, we performed a luciferase assay to determine whether transcriptional activation of EPB41L5 was increased by ZBTB7A knockdown. The transcriptional activation of EPB41L5 was greatly increased in the −150 to 100 region (#3) of the *EPB41L5* promoter but not in the #3 mutant promoter after ZBTB7A knockdown (Fig. 6a). In addition, the mRNA expression of *EPB41L5* and *ZBTB7A* was confirmed in shZBTB7A-expressing U87 cells, and the transcriptional activity of EPB41L5 was measured in shZBTB7A-expressing U87 cells that target the 3′UTR *EPB41L5* promoter. mtZBTB7A expression greatly induced the transcriptional activity of EPB41L5. The activities of wtZBTB7A and the control were similar (Fig. 6b, c, Supplementary Fig. 4d). In addition, a ChIP assay was performed in shZBTB7A-expressing U87 cells cotransfected with the EPB41L5 promoter and wtZBTB7A or mtZBTB7A.

**Fig. 6:**
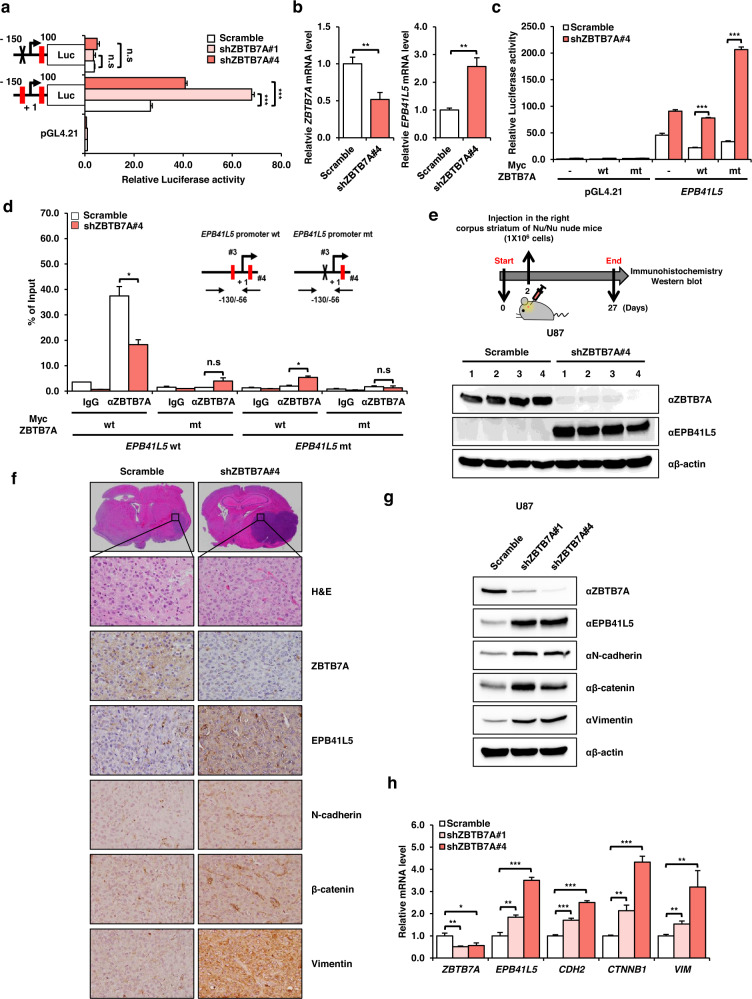
EPB41L5 induces EMT and increases tumorigenesis. **a** The transcriptional activity of the *EPB41L5* promoter with deletion of the #3 position in shZBTB7A U87 cells was investigated by luciferase assay. **b** mRNA levels of *ZBTB7A* and *EPB41L5* in shZBTB7A#4 U87 cells. **c** To measure the ability of ZBTB7A R399L to repress promoter activity when ZBTB7A protein expression was low, we performed a luciferase assay in shZBTB7A#4 U87 cells. **d** The −130/−56 region was amplified with ChIP primers, showing the amount of DNA precipitation by ZBTB7A antibody or IgG by cotransfection of Myc ZBTB7A and *EPB41L5* promoters in shZBTB7A#4 U87 cells. **e** Schematic of the experimental procedure of orthotopic GBM nude mouse models injected with shZBTB7A#4 U87 cells and Western blot analysis of ZBTB7A and EPB41L5 in tumor samples (*n* = 4 mice/group). **f** H&E staining and IHC staining of anti-ZBTB7A, EPB41L5, and EMT markers (N-cadherin, β-catenin, and vimentin) in orthotopic GBM nude mouse models injected with shZBTB7A#4 U87 cells. **g**, **h** Expression of EMT markers by Western blot and qPCR analyses in shZBTB7A U87 cells. Scale bars: 20 μm. n.s; not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

In the previous experiments, mtZBTB7A failed to bind the *EPB41L5* promoter, and wtZBTB7A did not bind the #3 mutation region of the *EPB41L5* promoter (Fig. 6d). Therefore, we monitored the development and progression of tumors derived from shZBTB7A-expressing GBM cells in an orthotopic xenograft mouse model. Control U87 and shZBTB7A knockdown U87 cells were injected into the right corpus striatum of the mouse brain. After observation for 4 weeks, the GBM tumor volume was significantly increased in a mouse injected with shZBTB7A-expressing U87 cells compared to that in the control mice, and the protein expression levels of ZBTB7A and EPB41L5 in GBM tumor tissues were inversely correlated (Fig. 6e).

We observed the expression of EMT markers (N-cadherin, β-catenin, and vimentin) and EPB41L5 (Fig. 6f). Similarly, the protein and mRNA expression of N-cadherin, β-catenin, and vimentin was confirmed in shZBTB7A U87 cells, and both the protein and mRNA levels were increased in these cells versus control cells (Fig. 6g, h). Taken together, our results show that the knockdown of ZBTB7A induces transcriptional activation of EPB41L5 and promotes GBM tumorigenesis via the EMT process.

## Discussion

GBM is a highly mobile, invasive, and lethal primary tumor that is resistant to all therapies and has a poor prognosis^35^. Although the frequent occurrence of genetic abnormalities has been reported in various cohort profiling studies, survival is difficult to predict. This result implies that there are other factors influencing abnormal gene expression. ZBTB7A, a transcriptional activator or repressor known to play an important role in tumorigenesis and metastasis in various human cancers, is downregulated in GBM^25^. ZBTB7A is required for the regulation of tumor growth in cancers, including GBM. However, it is not clear how ZBTB7A functions as a transcriptional activator or repressor of tumor growth in GBM cells. In our study, ZBTB7A provided insight into the mechanism of a tumor suppressor in GBM, and its deficiency significantly increased the tumor growth of GBM. In particular, among the various targets regulated by ZBTB7A, the *EPB41L5* gene, which is involved in cell migration and the EMT process, was discovered through ChIP-Atlas and mRNA-seq analyses. In a previous study, we reported that EPB41L5 was induced by TGF-β signaling in gastric cancer and increased cell mobility and invasiveness and the expression of various EMT markers^34^. Therefore, because the expression of ZBTB7A is low in GBM, we confirmed that GBM growth is regulated through overexpression of ZBTB7A. ZBTB7A inhibited the migration, invasion, and proliferation of GBM cells. However, the growth of GBM tumors was promoted by ZBTB7A knockdown, and GBM tumor volume was significantly increased in the in vivo mouse GBM model. In addition, we subcutaneously injected ZBTB7A-overexpressing U343 cells into nude mice. ZBTB7A overexpression did not promote tumor growth in vivo in GBM models, but it suppressed the expression of EPB41L5, a target of ZBTB7A. Furthermore, shZBTB7A-expressing U87 cells enhanced GBM tumorigenesis in an in vivo orthotopic xenograft mouse model of GBM. To clarify our findings, mRNA sequencing analysis was performed to confirm the mechanism by which ZBTB7A, a transcriptional repressor, inhibits tumorigenesis by targeting EPB41L5 in GBM. When ZBTB7A was depleted in GBM cells, tumor migration and EMT-related gene expression were significantly increased. In this process, we verified once again that EPB41L5 is an important target and confirmed that the survival rate of patients with GBM decreased with increasing EPB41L5 expression.

To demonstrate the transcriptional regulation of EPB41L5 by ZBTB7A as a transcriptional repressor, we predicted that the promoter of EPB41L5 had a ZBTB7A motif and found that ZBTB7A negatively regulated the transcription level of EPB41L5 by binding directly to −97 bp (*EPB41L5* #3 position) close to the EPB41L5 transcription start site. In addition, we clearly showed that the ZBTB7A-EPB41L5 axis could play a central role in promoting tumor growth in GBM by cooperatively promoting the EMT process. However, while we have demonstrated that the ZBTB7A-EPB41L5 axis significantly promotes GBM tumor growth, we do not yet understand how this axis is activated depending on the cellular microenvironment. Therefore, we considered the correlation between tumorigenesis and the tumor microenvironment essential for the growth of GBM cells through epigenetic regulation of the target gene with ZBTB7A.

Chromatin modification by the epigenome is important in determining the transcriptional activation of EPB41L5 by ZBTB7A, and ZBTB7A regulates the expression of target genes by recruiting epigenetic modifiers of corepressors, such as BCoR, NCoRs, HDACs, SIN3A, and MBD3^36–38^. Based on the report that ZBTB7A recruits various corepressors, we suggest that ZBTB7A is a central corepressor complex and has the potential to regulate transcription by controlling chromatin remodeling in the EPB41L5 promoter. In addition, GBM tumorigenesis is determined by the secretomes of the tumor microenvironment through epigenetic regulation of corepressors and coactivators by ZBTB7A. As a result, ZBTB7A-mediated EPB41L5 inhibition should be considered as a therapeutic strategy for GBM.

## Supplementary information

Supplementary Information

## Data Availability

The raw mRNA-seq data reported in this document have been deposited into the GEO under accession number GSE196320, available at.

# Supplementary material for: ZBTB7A suppresses glioblastoma tumorigenesis through the transcriptional repression of EPB41L5
**Source:** Exp Mol Med. 2023 Jan 4;55(1):43–54. doi: 10.1038/s12276-022-00908-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Fig. 1

**a**

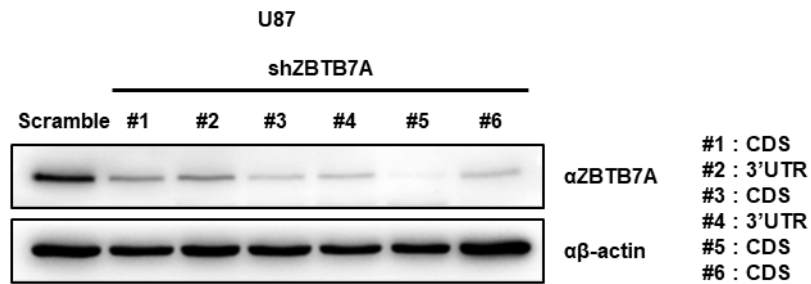

**b**

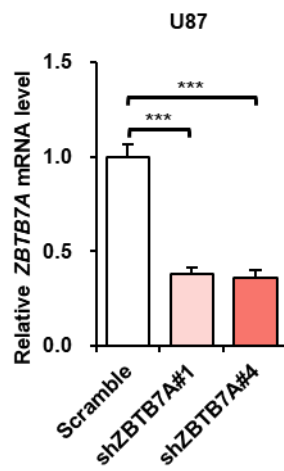

## Supplementary Fig. 2

**a**

| Gene Symbol | Fold change | estimate | statistic | p.value | parameter | conf.low | conf.high | method                               | alternative |
|-------------|-------------|----------|-----------|---------|-----------|----------|-----------|--------------------------------------|-------------|
| APOE        | 42.780      | -0.04    | -0.91     | 0.37    | 536.00    | -0.12    | 0.05      | Pearson's product-moment correlation | two.sided   |
| MDK         | 5.319       | -0.19    | -4.58     | 0.00    | 536.00    | -0.27    | -0.11     | Pearson's product-moment correlation | two.sided   |
| MMP9        | 4.310       | -0.05    | -1.16     | 0.25    | 536.00    | -0.13    | 0.03      | Pearson's product-moment correlation | two.sided   |
| IL27RA      | 3.537       | 0.11     | 2.67      | 0.01    | 536.00    | 0.03     | 0.2       | Pearson's product-moment correlation | two.sided   |
| SEMA3A      | 3.023       | 0.02     | 0.53      | 0.60    | 536.00    | -0.06    | 0.11      | Pearson's product-moment correlation | two.sided   |
| FGF7        | 2.701       | 0.02     | 0.53      | 0.60    | 536.00    | -0.06    | 0.11      | Pearson's product-moment correlation | two.sided   |
| IL1B        | 2.612       | 0.06     | 1.43      | 0.15    | 536.00    | -0.02    | 0.15      | Pearson's product-moment correlation | two.sided   |
| PAK3        | 2.609       | 0.10     | 2.38      | 0.02    | 536.00    | 0.02     | 0.19      | Pearson's product-moment correlation | two.sided   |
| ADAM8       | 2.597       | 0.17     | 3.88      | 0.00    | 536.00    | 0.08     | 0.25      | Pearson's product-moment correlation | two.sided   |
| SERPINF1    | 2.593       | 0.01     | 0.28      | 0.78    | 536.00    | -0.07    | 0.1       | Pearson's product-moment correlation | two.sided   |
| TGFB2       | 2.480       | 0.03     | 0.80      | 0.43    | 536.00    | -0.05    | 0.12      | Pearson's product-moment correlation | two.sided   |
| HYAL1       | 2.243       | 0.12     | 2.89      | 0.00    | 536.00    | 0.04     | 0.21      | Pearson's product-moment correlation | two.sided   |
| THBS1       | 2.114       | 0.06     | 1.40      | 0.16    | 536.00    | -0.02    | 0.14      | Pearson's product-moment correlation | two.sided   |
| IL33        | 2.111       | -0.20    | -4.63     | 0.00    | 536.00    | -0.28    | -0.11     | Pearson's product-moment correlation | two.sided   |
| EPB41L5     | 2.082       | -0.20    | -4.67     | 0.00    | 536.00    | -0.28    | -0.11     | Pearson's product-moment correlation | two.sided   |
| ITGA2       | 2.077       | 0.14     | 3.39      | 0.00    | 536.00    | 0.06     | 0.23      | Pearson's product-moment correlation | two.sided   |
| ACVRL1      | 2.027       | 0.09     | 2.11      | 0.04    | 536.00    | 0.01     | 0.17      | Pearson's product-moment correlation | two.sided   |
| CXCL8       |             |          |           |         |           |          |           |                                      |             |

Gene not available for this dataset

**b**

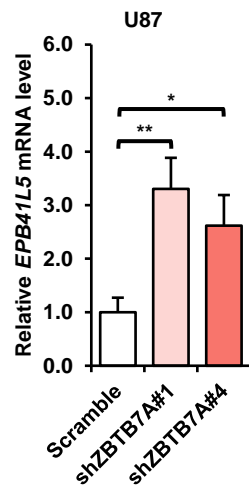

**c**

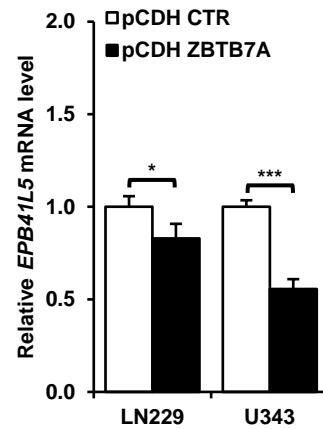

Supplementary Fig. 3

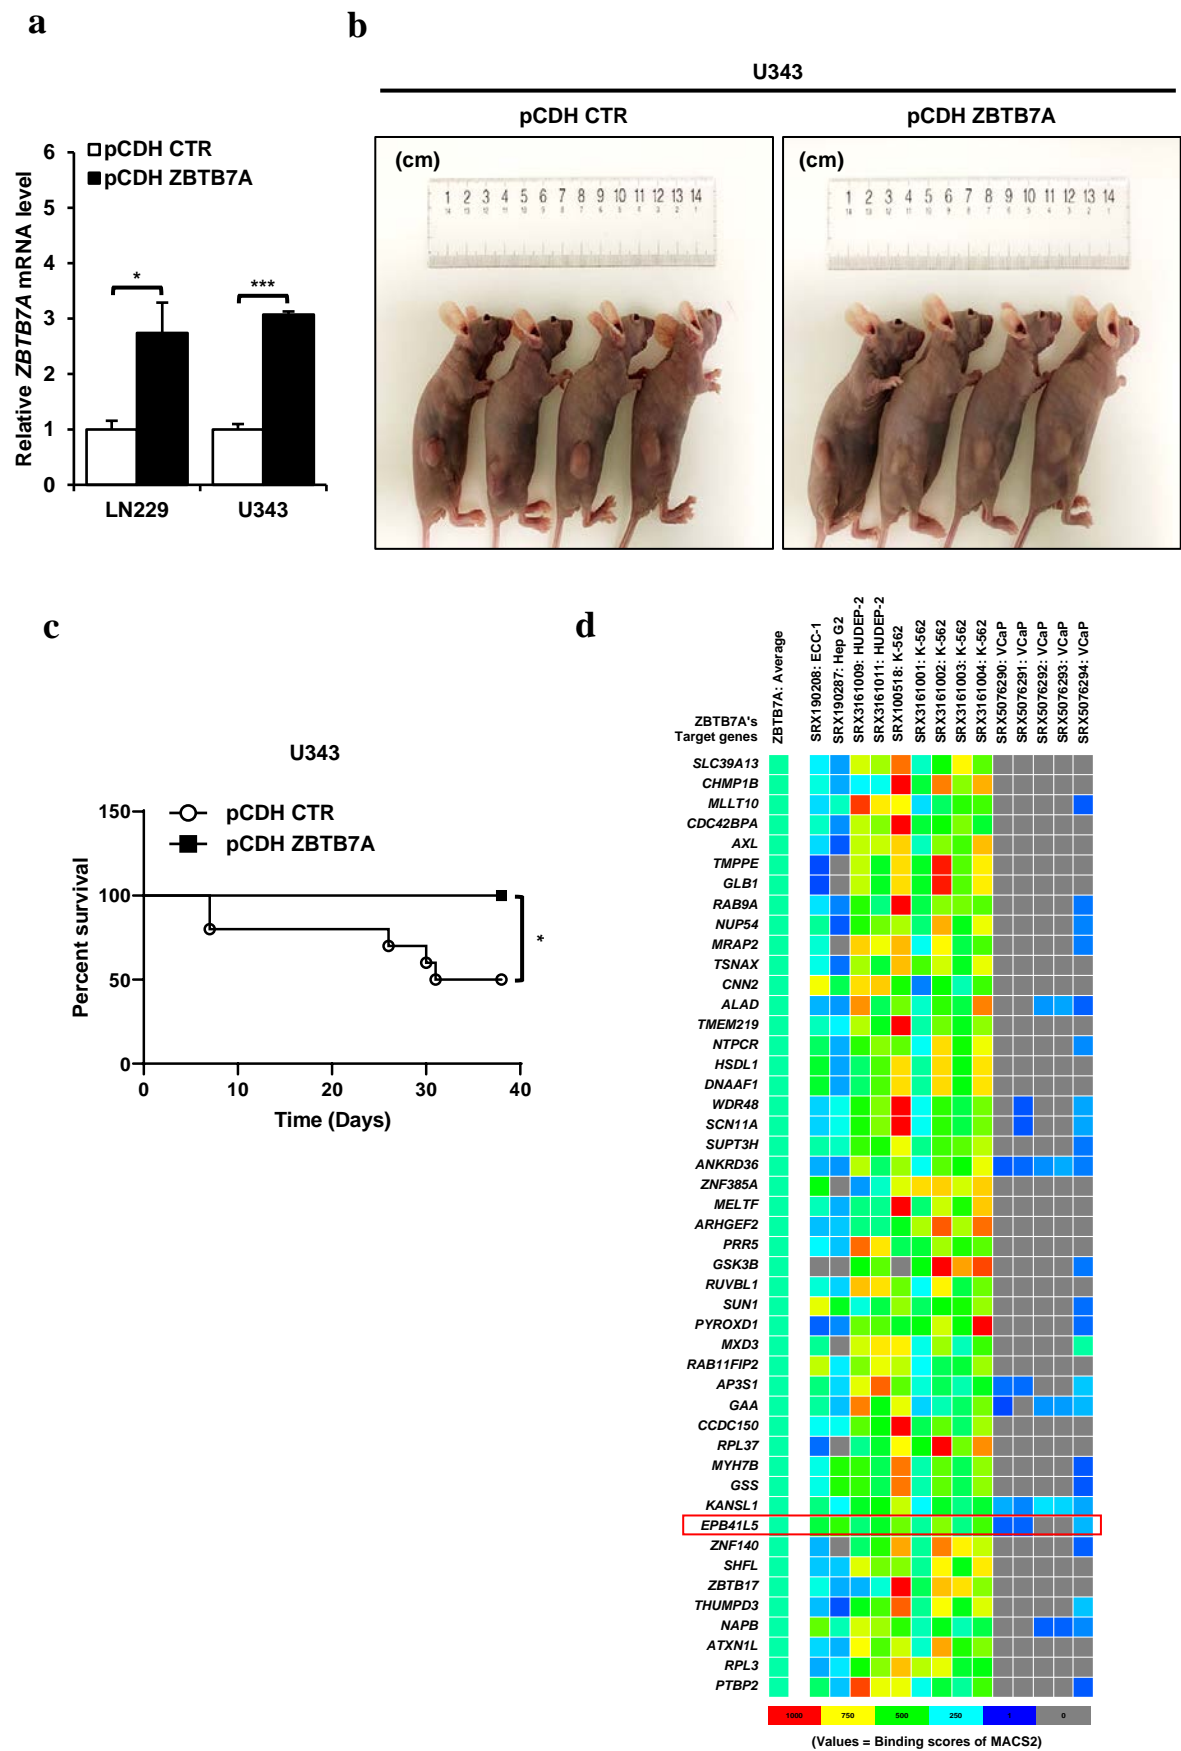

## Supplementary Fig. 4

a

Library : Transcription Factor Motifs (JASPAR CORE 2018 vertebrates) Motif : ZBTB7A  
From : -1000 To : 100 bp relative to TSS and a cut-off ( $p$ -value) of : 0.001

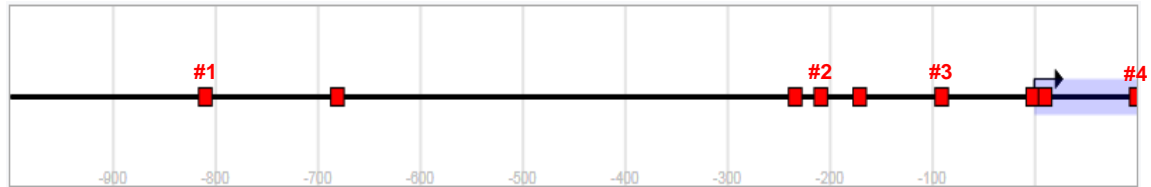

ZBTB7A [ $p$ -value = 0.001] : -816, -687, -240, -215, -177, -97, -8, -4, 93

Library : Transcription Factor Motifs (JASPAR CORE 2018 vertebrates) Motif : ZBTB7A  
From : -1000 To : 100 bp relative to TSS and a cut-off ( $p$ -value) of : 0.0001

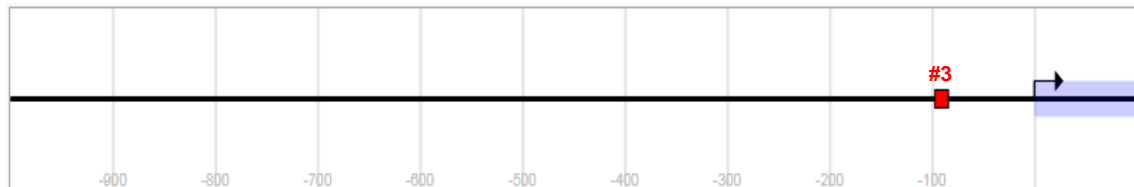

ZBTB7A [ $p$ -value = 0.0001] : -97

b

>FP003890 EPB41L5\_1 :+U EU:NC; range -900 to 100.

```

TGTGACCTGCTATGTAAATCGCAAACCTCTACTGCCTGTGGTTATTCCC #1
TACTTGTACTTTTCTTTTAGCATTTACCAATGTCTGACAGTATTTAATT
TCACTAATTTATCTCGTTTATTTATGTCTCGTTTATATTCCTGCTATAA
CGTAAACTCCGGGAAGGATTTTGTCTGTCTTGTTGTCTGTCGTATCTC
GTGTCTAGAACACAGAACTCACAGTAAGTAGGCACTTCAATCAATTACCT
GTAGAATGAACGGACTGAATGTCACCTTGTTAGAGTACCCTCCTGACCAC
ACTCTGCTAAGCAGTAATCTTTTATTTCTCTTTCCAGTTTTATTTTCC
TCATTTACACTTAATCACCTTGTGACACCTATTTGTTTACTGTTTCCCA
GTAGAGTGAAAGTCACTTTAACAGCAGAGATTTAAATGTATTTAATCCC
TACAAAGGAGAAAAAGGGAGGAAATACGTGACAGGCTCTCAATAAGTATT
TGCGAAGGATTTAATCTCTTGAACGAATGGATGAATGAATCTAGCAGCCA
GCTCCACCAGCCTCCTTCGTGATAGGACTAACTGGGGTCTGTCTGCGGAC
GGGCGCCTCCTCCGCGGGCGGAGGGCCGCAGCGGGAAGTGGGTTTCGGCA #2
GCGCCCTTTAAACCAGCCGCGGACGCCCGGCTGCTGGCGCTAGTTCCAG
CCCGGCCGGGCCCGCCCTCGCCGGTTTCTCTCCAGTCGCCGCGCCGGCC A #3
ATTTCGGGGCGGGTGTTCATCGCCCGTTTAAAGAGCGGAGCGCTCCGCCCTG
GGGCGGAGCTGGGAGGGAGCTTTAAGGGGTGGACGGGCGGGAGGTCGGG
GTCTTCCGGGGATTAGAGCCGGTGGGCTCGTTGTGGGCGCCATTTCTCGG
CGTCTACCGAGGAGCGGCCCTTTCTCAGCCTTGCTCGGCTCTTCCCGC #4

```

c

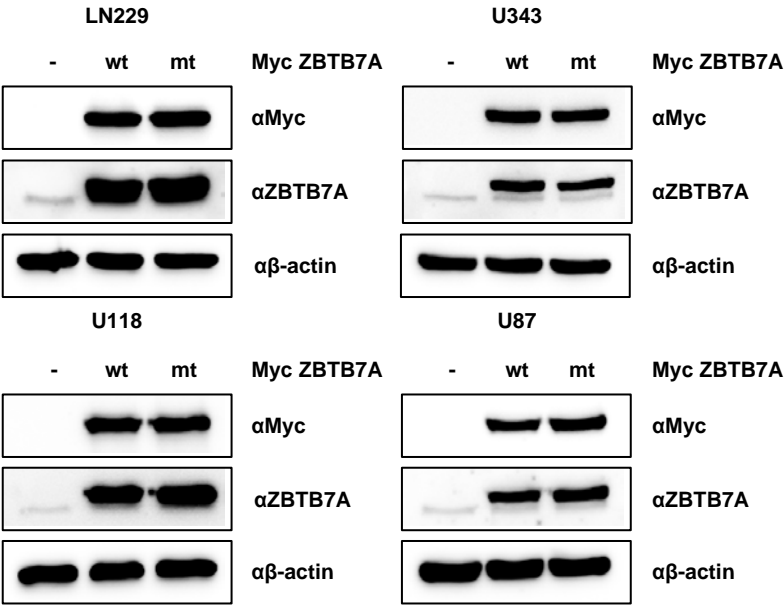

d

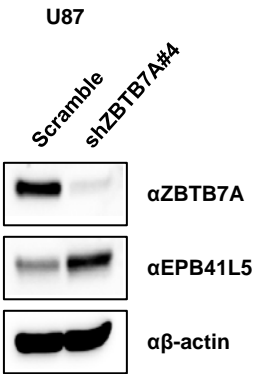

## Supplementary Figure Legends

**Supplementary Fig. 1.** Expression of ZBTB7A knockdown U87 cells. **a, b** Western blot and qPCR analysis of ZBTB7A silencing in U87 cells. \*\*\* $p < 0.001$ .

**Supplementary Fig. 2. Reverse correlation targets with ZBTB7A in patient samples. a** Correlation of 18 overlapping genes with ZBTB7A in the TCGA-GBM dataset (GlioVis). **b, c** *EPB41L5* mRNA level in shZBTB7A U87 cells and pCDH ZBTB7A LN229, U343 cells. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$

**Supplementary Fig. 3. Reduction of subcutaneous tumor by ZBTB7A overexpression. a** mRNA level of *ZBTB7A* in pCDH ZBTB7A LN229, U343 cells. **b** Tumor size confirmed 5 weeks after subcutaneous injection of pCDH ZBTB7A U343 cells (n = 4 mice/group). **c** The survival rate of a mouse model injected subcutaneously with pCDH ZBTB7A U343 cells. **d** Target gene and MACS2 binding score of potential ZBTB7A at  $\pm 1$  kb distance using ChIP-Atlas. \* $p < 0.05$ , \*\*\* $p < 0.001$

**Supplementary Fig. 4. Schematic diagram of the binding site of ZBTB7A in the *EPB41L5* promoter region. a** Predicted binding site to which the ZBTB7A motif can bind in the *EPB41L5* promoter region (-900 to 100) (EPD). **b** *EPB41L5* promoter sequence from -900 to 100 region (EPD). **c** Protein levels of Myc ZBTB7A wt and mt in LN229, U343, U118 and U87 cells. **d** Western blot analysis of shZBTB7A#4 U87 cells.

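EPB41L5 lies on the plus strand of chromosome 2 of GRCh38, from 120013005 to 120179119 in the GENCODE 29 annotation. A stretch of 55 bases near the end of the sequence of Supplementary Fig. 4b, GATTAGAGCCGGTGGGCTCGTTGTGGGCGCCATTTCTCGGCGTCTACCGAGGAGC, matches exon 1 of 2 annotated transcripts at positions 120013087 to 120013141. The first exon of these transcripts starts at 120013005 and 120013077 and ends at 120013210. The matched stretch lies inside this exon in each of the transcripts. Positions counted from the transcription start, such as that of the ZBTB7A motif, were not placed on the chromosome here, because transcript sequences and no genome sequence were used as the reference.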

**Supplementary Table 1. List of primer for shRNA, qPCR, ChIP**

| <b>shRNA</b> |       |               |                |
|--------------|-------|---------------|----------------|
| shZBTB7A#1   | CDS   | Sigma-Aldrich | TRCN0000137332 |
| shZBTB7A#2   | 3'UTR | Sigma-Aldrich | TRCN0000136851 |
| shZBTB7A#3   | CDS   | Sigma-Aldrich | TRCN0000137998 |
| shZBTB7A#4   | 3'UTR | Sigma-Aldrich | TRCN0000138671 |
| shZBTB7A#5   | CDS   | Sigma-Aldrich | TRCN0000138519 |
| shZBTB7A#6   | CDS   | Sigma-Aldrich | TRCN0000138716 |

  

| <b>qPCR</b>    |                                                          |
|----------------|----------------------------------------------------------|
| <i>ZBTB7A</i>  | F : CATCTGCGAGAAGGTCATCCA<br>R : AGGTCGTAGTTGTGGGCAAAG   |
| <i>EPB41L5</i> | F : GAAAGAAGGCCCAAGCAAACG<br>R : AGATCTCATCCCCCAAGCCT    |
| <i>APOE</i>    | F : GTTGCTGGTCACATTCCTGG<br>R : GCAGGTAATCCCAAAAGCGAC    |
| <i>MDK</i>     | F : CGCGGTCGCCAAAAAGAAAG<br>R : TACTTGCAGTCGGCTCCAAAC    |
| <i>MMP9</i>    | F : TGTACCGCTATGGTTACACTCG<br>R : GGCAGGGACAGTTGCTTCT    |
| <i>IL27RA</i>  | F : GACCCTTGGGCGACTTGAA<br>R : TCTGGAGGTGTAACCTCGGAGG    |
| <i>SEMA3A</i>  | F : GTGCCAAGGCTGAAATTATCCT<br>R : CCCACTTGCATTCATCTCTTCT |
| <i>FGF7</i>    | F : TCCTGCCAACTTTGCTCTACA<br>R : CAGGGCTGGAACAGTTCACAT   |
| <i>IL1B</i>    | F : ATGATGGCTTATTACAGTGGCAA<br>R : GTCGGAGATTCGTAGCTGGA  |
| <i>PAK3</i>    | F : CCAGGCTTCGCTCTATCTTCC<br>R : TCAAACCCACATGAATCGTATG  |
| <i>ADAM18</i>  | F : GTCACAGTTCCACGGAAGATT<br>R : CAGCATATCCTTGGTAATGGCA  |

|                 |                                                           |
|-----------------|-----------------------------------------------------------|
| <i>SERPINF1</i> | F : TTCAAAGTCCCCGTGAACAAG<br>R : GAGAGCCCGGTGAATGATGG     |
| <i>TGFB2</i>    | F : CAGCACACTCGATATGGACCA<br>R : CCTCGGGCTCAGGATAGTCT     |
| <i>HYAL1</i>    | F : CGATATGGCCCAAGGCTTTAG<br>R : ACCACATCGAAGACACTGACAT   |
| <i>THBS1</i>    | F : AGACTCCGCATCGCAAAGG<br>R : TCACCACGTTGTTGTCAAGGG      |
| <i>IL33</i>     | F : GTGACGGTGTTGATGGTAAGAT<br>R : AGCTCCACAGAGTGTTTCCTTG  |
| <i>ITGA2</i>    | F : CCTACAATGTTGGTCTCCCAGA<br>R : AGTAACCAGTTGCCTTTTGGATT |
| <i>ACVRL1</i>   | F : CGAGGGATGAACAGTCCTGG<br>R : GTCATGTCTGAGGCGATGAAG     |
| <i>CXCL8</i>    | F : TTTTGCCAAGGAGTGCTAAAGA<br>R : AACCCCTCTGCACCCAGTTTTTC |
| <i>CDH2</i>     | F : CCATCACTCGGCTTAATGGT<br>R : GATGATGATGCAGAGCAGGA      |
| <i>CTNNB1</i>   | F : AGCTTCCAGACACGCTATCAT<br>R : CGGTACAACGAGCTGTTTCTAC   |
| <i>VIM</i>      | F : CCCTCACCTGTGAAGTGGAT<br>R : TCCAGCAGCTTCCTGTAGGT      |

---

## ChIP

---

|           |                                                       |
|-----------|-------------------------------------------------------|
| -833/-649 | F : AATCGCAAACCCTCACTGCC<br>R : ACGAGATACGACAGACAACCA |
| -314/-177 | F : GAATCTAGCAGCCAGCTCCA<br>R : TCCGCGGCTGGTTTAAAGG   |
| -202/-58  | F : CAGCGCCCCTTTAAACCAG<br>R : GAGCGCTCCGCTCTTAAAC    |

|          |                                                    |
|----------|----------------------------------------------------|
| -130/-56 | F : CCGGTTTCTCTCCAGTCGC<br>R : TAGACGCCGAGAAATGGCG |
|----------|----------------------------------------------------|

### Supplementary Table 2. List of GSEA core enrichment genes

#### GO\_POSITIVE\_REGULATION\_OF\_MULTICELLULAR\_ORGANISMAL\_PROCES S

| SYMBOL   | RANK METRIC SCORE | RUNNING ES  | CORE ENRICHMENT |
|----------|-------------------|-------------|-----------------|
| APOE     | 4.771662712       | 0.01764514  | Yes             |
| MDK      | 3.417632103       | 0.020849245 | Yes             |
| MMP9     | 3.113207579       | 0.023975836 | Yes             |
| EBI3     | 3.048780441       | 0.03315349  | Yes             |
| IL27RA   | 2.796052694       | 0.036155492 | Yes             |
| DIO2     | 2.76886034        | 0.045346245 | Yes             |
| FST      | 2.739628077       | 0.05547712  | Yes             |
| CHI3L1   | 2.707902193       | 0.061297804 | Yes             |
| PTK7     | 2.697974205       | 0.071274646 | Yes             |
| FOXS1    | 2.602739811       | 0.07775467  | Yes             |
| SEMA3A   | 2.512274981       | 0.07865907  | Yes             |
| IDO1     | 2.435897589       | 0.08557034  | Yes             |
| CTNNBIP1 | 2.358490705       | 0.09009894  | Yes             |
| SLITRK6  | 2.351916552       | 0.09774788  | Yes             |
| FGF7     | 2.3039217         | 0.10417111  | Yes             |
| CLSTN3   | 2.297008514       | 0.11266523  | Yes             |
| PAK3     | 2.238806009       | 0.118847676 | Yes             |
| IL1B     | 2.230480433       | 0.12604755  | Yes             |
| ADAM8    | 2.219878197       | 0.13425644  | Yes             |
| G0S2     | 2.217725515       | 0.14245737  | Yes             |
| SERPINF1 | 2.209302425       | 0.14957894  | Yes             |
| TMEM100  | 2.144563913       | 0.1501718   | Yes             |
| LBH      | 2.138643026       | 0.1580803   | Yes             |
| TGFB2    | 2.127413273       | 0.16594726  | Yes             |
| RND2     | 2.116564512       | 0.17272589  | Yes             |
| C3       | 2.096502304       | 0.1783821   | Yes             |
| CRABP2   | 2.095182896       | 0.18612988  | Yes             |
| CSF2     | 1.917983294       | 0.17330626  | Yes             |
| HYAL1    | 1.899224758       | 0.17613652  | Yes             |
| PRL      | 1.861702085       | 0.17673162  | Yes             |
| IL18     | 1.827586174       | 0.17615232  | Yes             |
| THBS1    | 1.787878752       | 0.16808867  | Yes             |

|         |             |            |     |
|---------|-------------|------------|-----|
| IL33    | 1.783216834 | 0.17468283 | Yes |
| EPB41L5 | 1.752136707 | 0.17382453 | Yes |
| ITGA2   | 1.750187993 | 0.17924833 | Yes |
| AQP1    | 1.720000029 | 0.17931943 | Yes |
| MYRF    | 1.633663297 | 0.16649263 | Yes |
| CXCL8   | 1.625263095 | 0.17145446 | Yes |
| GCH1    | 1.617647052 | 0.17429172 | Yes |
| ACVRL1  | 1.601941705 | 0.1781191  | Yes |
| S100A9  | 1.596900463 | 0.18297607 | Yes |
| TNFSF12 | 1.584507108 | 0.18569076 | Yes |
| SULF2   | 1.551724195 | 0.18199492 | Yes |
| FOXG1   | 1.518171191 | 0.17398213 | Yes |
| DISC1   | 1.512605071 | 0.17957559 | Yes |
| PTPRJ   | 1.503567696 | 0.18094277 | Yes |
| PLXND1  | 1.501650214 | 0.18649572 | Yes |

#### **GO\_CELL\_MOTILITY**

| <b>SYMBOL</b> | <b>RANK METRIC SCORE</b> | <b>RUNNING ES</b> | <b>CORE ENRICHMENT</b> |
|---------------|--------------------------|-------------------|------------------------|
| APOE          | 4.771662712              | 0.01820441        | Yes                    |
| RARRES2       | 3.725398302              | 0.0272251         | Yes                    |
| MDK           | 3.417632103              | 0.037148472       | Yes                    |
| MMP9          | 3.113207579              | 0.040718324       | Yes                    |
| IL27RA        | 2.796052694              | 0.04100135        | Yes                    |
| CXCL1         | 2.72684741               | 0.048289303       | Yes                    |
| PTK7          | 2.697974205              | 0.05442868        | Yes                    |
| CLDN4         | 2.579617977              | 0.059078094       | Yes                    |
| SEMA3B        | 2.574967384              | 0.068901874       | Yes                    |
| SEMA6B        | 2.556270123              | 0.07865432        | Yes                    |
| SEMA3A        | 2.512274981              | 0.08408523        | Yes                    |
| SEMA4G        | 2.487684727              | 0.09357602        | Yes                    |
| PLAU          | 2.417070389              | 0.099682145       | Yes                    |
| FGF7          | 2.3039217                | 0.101202905       | Yes                    |
| PAK3          | 2.238806009              | 0.106628925       | Yes                    |
| IL1B          | 2.230480433              | 0.11410003        | Yes                    |
| ADAM8         | 2.219878197              | 0.12256911        | Yes                    |
| SERPINF1      | 2.209302425              | 0.12892099        | Yes                    |
| DOCK4         | 2.198443651              | 0.13626987        | Yes                    |
| MCAM          | 2.154434919              | 0.141374          | Yes                    |
| TGFB2         | 2.127413273              | 0.14637506        | Yes                    |
| RND2          | 2.116564512              | 0.15341155        | Yes                    |

|          |             |            |     |
|----------|-------------|------------|-----|
| ELMO1    | 2.004608393 | 0.1485983  | Yes |
| SCG2     | 1.911925435 | 0.14343144 | Yes |
| IGFBP5   | 1.911764741 | 0.15072502 | Yes |
| HYAL1    | 1.899224758 | 0.15693235 | Yes |
| LAMA4    | 1.840369463 | 0.15356934 | Yes |
| SH3BP1   | 1.83544302  | 0.16057175 | Yes |
| IL24     | 1.814159274 | 0.16126244 | Yes |
| CXCL3    | 1.802973986 | 0.1639873  | Yes |
| ABI3     | 1.792452812 | 0.16874886 | Yes |
| THBS1    | 1.787878752 | 0.17349297 | Yes |
| IL33     | 1.783216834 | 0.18029614 | Yes |
| SEMA6D   | 1.780821919 | 0.18709016 | Yes |
| MTUS1    | 1.769025207 | 0.19176234 | Yes |
| EPB41L5  | 1.752136707 | 0.19533166 | Yes |
| COL1A2   | 1.751157761 | 0.20201252 | Yes |
| ITGA2    | 1.750187993 | 0.20868967 | Yes |
| FOXF1    | 1.741154552 | 0.21429396 | Yes |
| CADM4    | 1.735751271 | 0.2198776  | Yes |
| PODXL    | 1.700819612 | 0.22013588 | Yes |
| MMP1     | 1.684881568 | 0.22448705 | Yes |
| TNFSF14  | 1.640625    | 0.220362   | Yes |
| CXCL8    | 1.625263095 | 0.22448571 | Yes |
| FMNL1    | 1.620498657 | 0.23066808 | Yes |
| GRB14    | 1.61728394  | 0.23372294 | Yes |
| ACVRL1   | 1.601941705 | 0.2387961  | Yes |
| DOCK8    | 1.59793818  | 0.2448924  | Yes |
| S100A9   | 1.596900463 | 0.25098476 | Yes |
| ASAP3    | 1.59685874  | 0.25707695 | Yes |
| TNFSF12  | 1.584507108 | 0.26104516 | Yes |
| FERMT3   | 1.526315808 | 0.24609978 | Yes |
| FOXG1    | 1.518171191 | 0.24981493 | Yes |
| DISC1    | 1.512605071 | 0.2555857  | Yes |
| RHOF     | 1.509433866 | 0.2592675  | Yes |
| PTPRJ    | 1.503567696 | 0.26396534 | Yes |
| PLXND1   | 1.501650214 | 0.2696943  | Yes |
| IFITM1   | 1.475253463 | 0.2628615  | Yes |
| HGF      | 1.473128557 | 0.2674432  | Yes |
| ADAMTS12 | 1.464542627 | 0.26887694 | Yes |
| BST2     | 1.428571343 | 0.2701734  | Yes |

## GO\_REGULATION\_OF\_CELLULAR\_COMPONENT\_MOVEMENT

| <b>SYMBOL</b> | <b>RANK METRIC SCORE</b> | <b>RUNNING ES</b> | <b>CORE ENRICHMENT</b> |
|---------------|--------------------------|-------------------|------------------------|
| APOE          | 4.771662712              | 0.023490772       | Yes                    |
| RARRES2       | 3.725398302              | 0.036830813       | Yes                    |
| MDK           | 3.417632103              | 0.050655726       | Yes                    |
| MMP9          | 3.113207579              | 0.057981964       | Yes                    |
| CNIH2         | 2.83258605               | 0.06392671        | Yes                    |
| IL27RA        | 2.796052694              | 0.076691605       | Yes                    |
| CLDN4         | 2.579617977              | 0.075391          | Yes                    |
| SEMA3B        | 2.574967384              | 0.088067494       | Yes                    |
| SEMA6B        | 2.556270123              | 0.10065195        | Yes                    |
| SEMA3A        | 2.512274981              | 0.109019816       | Yes                    |
| SEMA4G        | 2.487684727              | 0.12126662        | Yes                    |
| PLAU          | 2.417070389              | 0.1301658         | Yes                    |
| FGF7          | 2.3039217                | 0.13450794        | Yes                    |
| PAK3          | 2.238806009              | 0.14252953        | Yes                    |
| IL1B          | 2.230480433              | 0.15251012        | Yes                    |
| ADAM8         | 2.219878197              | 0.16343853        | Yes                    |
| SERPINF1      | 2.209302425              | 0.17231487        | Yes                    |
| DOCK4         | 2.198443651              | 0.18213774        | Yes                    |
| MCAM          | 2.154434919              | 0.18974398        | Yes                    |
| TGFB2         | 2.127413273              | 0.19721718        | Yes                    |
| IGFBP5        | 1.911764741              | 0.17862874        | Yes                    |
| HYAL1         | 1.899224758              | 0.18697858        | Yes                    |
| LAMA4         | 1.840369463              | 0.18603867        | Yes                    |
| SH3BP1        | 1.83544302               | 0.1950745         | Yes                    |
| IL24          | 1.814159274              | 0.19800556        | Yes                    |
| ABI3          | 1.792452812              | 0.19982976        | Yes                    |
| THBS1         | 1.787878752              | 0.20663144        | Yes                    |
| IL33          | 1.783216834              | 0.21541017        | Yes                    |
| SEMA6D        | 1.780821919              | 0.2241771         | Yes                    |
| MTUS1         | 1.769025207              | 0.23088598        | Yes                    |
| EPB41L5       | 1.752136707              | 0.2365117         | Yes                    |
| ITGA2         | 1.750187993              | 0.24412782        | Yes                    |
| FOXF1         | 1.741154552              | 0.25169948        | Yes                    |
| CADM4         | 1.735751271              | 0.25924456        | Yes                    |
| PODXL         | 1.700819612              | 0.26161763        | Yes                    |
| TNFSF14       | 1.640625                 | 0.2566944         | Yes                    |
| CXCL8         | 1.625263095              | 0.26269552        | Yes                    |
| ACVRL1        | 1.601941705              | 0.26458183        | Yes                    |
| DOCK8         | 1.59793818               | 0.27244845        | Yes                    |

How the deposited data were processed for this re-analysis (not part of the article)

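The mRNA-seq data comprised 6 libraries of U87 cells, 3 carrying a scramble control and 3 carrying an shRNA against ZBTB7A. The conditions and replicate numbers were taken from the sample labels, and the shRNA clone number from the labels of Fig. 2h and Fig. 3b. The replicate numbers are those of the sample labels, and the paper's text does not say whether libraries with the same number were prepared together.

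The authors prepared directional poly(A) libraries, sequenced them on a NovaSeq instrument, trimmed adapters and low-quality reads, mapped the reads with TopHat and deposited FPKM values per gene symbol, with the replicates not pooled. According to the paper's methods, the authors normalized FPKM values with edgeR. The genome build, the annotation and the versions of the trimming and mapping tools are not named in the paper's text. The deposited FPKM values are not counts, so no count test was applied. The design named a count test for counts and limma for normalized values, and limma applied.

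FPKM values were transformed to log2(FPKM + 1). Genes with at least 1 FPKM in at least 3 of the 6 libraries were kept, which left 11806 of 24424 genes. A linear model with the 2 groups was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), with Benjamini-Hochberg adjustment over all genes tested. Genes were counted as differentially expressed with a fold change of at least 1.5 and an unadjusted p under 0.05, as in the legend of Fig. 2f, and separately with an adjusted p under 0.05. On simulated data for 11806 genes with 200 genes changed by 1 on the log2 scale, the test recovered 100% of the changed genes, and 2.44% of the genes it called were not changed. The simulated noise was independent between genes, and a change of 1 is far above the median within-group SD of 0.0624, so recovery was nearly certain. The simulation does not describe performance for smaller changes, such as the median of 1.24-fold, or for correlated genes. Lists of genes were compared with 10000 random lists of the same size matched on mean expression. Tables were summarized with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

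Gene positions are those of GENCODE 29 on GRCh38, matched by gene symbol or by an older symbol, and 95.2% of the tested genes were matched. The positions are not those of the authors' annotation, which is not named. The depth of each library in reads is unknown. Relative depth, read from the lowest FPKM steps, was up to 1.19 times that of scramble replicate 1, so precision differs little between libraries, and no interval or detection floor was computed.

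The genes named in the text are those the paper names for mRNA of the knockdown cells, and the 5 largest rises and the 5 largest falls among genes with an adjusted p under 0.05, all 3 shZBTB7A libraries on the same side of all 3 scramble libraries and a mean above the median of the tested genes. BST2, SNORD55, the U6 pseudogene, APOC1 and the members of gene lists in the closing section were named outside this rule, after their values were seen. The alternatives were an unmoderated per-gene linear model, quantile normalization, median centring, no filter on low values, a filter of 1 FPKM in every library, pseudocounts of 0.1 and 5, the replicate number as a block, and leaving out each library. They were set before the data were examined. FPKM scaled by the trimmed mean of M values (TMM), with all genes above 0 and an unmoderated model, was added after the data were seen. Gene Ontology enrichment and GSEA were not recomputed, because the complete gene sets were not used here. The qPCR, protein, promoter, ChIP and patient data were not analysed here.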

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

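The tests of scaling, of GC content and length and of shared stretches were chosen after the changes were seen. Groups of 3 libraries were not tested for outlying libraries. Among the 10 genes chosen by the rule for the largest changes, 8 are not named by the paper, and each is a signal outside the genes it discusses. VGF rose by 3.24 on the log2 scale, from 17.0 ± 0.613 to 169.5 ± 9.42 FPKM (SD, n = 3 each). SLC9A3R2 had a log2 fold change of 2.99 and EEF1A2 one of 2.71. The falls were PRDX2 with a log2 fold change of -2.04, IGFBP1 with -1.92, ST8SIA5 with -1.87, IGFBP3 with -1.80 and PNMA2 with -1.68. IGFBP3 was the most abundant of them, at 860.5 ± 30.1 FPKM in scramble and 246.5 ± 5.29 FPKM in shZBTB7A cells (SD, n = 3 each). In all 8 genes the 3 shZBTB7A libraries were on the same side of the 3 scramble libraries, which was part of the rule that selected them and which chance gives in 10% of genes.

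Scaling between libraries was tested by quantile normalization and median centring, under which the smallest of the 8 log2 fold changes was 1.67 in size and each kept its direction and an adjusted p under 0.05 by limma. After a trend of log2 fold change on GC content and transcript length was subtracted, the smallest was 1.66 in size. This trend was slight, and subtracting it moved VGF most of the 8, to 3.08. At most 2.58% of the 50-base stretches of the longest transcript of any of these genes occurred in transcripts of other genes. Scaling and shared stretches did not account for the changes. The shZBTB7A libraries came from cells with a single shRNA clone and the scramble libraries from cells with a single control vector. An effect of lower ZBTB7A may explain these changes, but it cannot be told apart from an off-target effect of the shRNA or from another difference between the lines, which were not tested for these genes.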

How the results depend on the processing

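Of 57 results, 52 are log2 fold changes of single genes, and they were recomputed under 14 alternatives set before the data were examined and under 1 chosen after seeing the data, the TMM-scaled FPKM. The exception is the filter of 1 FPKM in every library, which left out 10 of the 52 genes, IL33 among them. Under the alternatives that tested them, log2 fold changes of ZBTB7A, EPB41L5, CTNNB1, VIM, MDK and IL33 kept their direction and an adjusted p under 0.05 by limma or, under the alternatives that use one, by an unmoderated per-gene linear model. CDH2 kept its direction and an adjusted p of at least 0.05, with log2 fold changes between -0.11 and -0.08 under the alternatives set in advance that kept all libraries.

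The count of genes with a fold change of at least 1.5 and an unadjusted p under 0.05 fell from 1073 to 421 with a pseudocount of 5, and all 421 were among the 1073. It was 1469 with a pseudocount of 0.1. Fewer genes were higher than lower under quantile normalization, 524 against 528, and with at least 1 FPKM in every library, 405 against 411. The pseudocount enters the fold change of genes with low FPKM. The number with an adjusted p under 0.05 was 6500 with a pseudocount of 5 against 6483. Among the alternatives set before the data were examined it was lowest, 5245, with the unmoderated per-gene linear model. With TMM-scaled FPKM, which also used an unmoderated model, it was 5194. When only genes with at least 1 FPKM in every library were kept, 11 of the 18 overlapping genes were higher with an adjusted p under 0.05, because the other 7 were not tested. GAPDH, with a log2 fold change of -0.43, was the only single gene that reversed, to 0.0254 under quantile normalization (adjusted p = 0.591 by limma, the largest over its alternatives, with 4.87e-05 the smallest), and the cause was not tested. The other 665 values of genes outside the main comparisons kept their direction and their side of the threshold.

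With each library left out in turn, from 1068 to 1111 genes passed the fold change and unadjusted p, and from 5687 to 6051 had an adjusted p under 0.05. All 18 overlapping genes and all 83 core enrichment genes were higher with an adjusted p under 0.05 in each of these fits. Of the 83, 57 were so with at least 1 FPKM in every library and 82 with TMM-scaled FPKM. The log2 fold change ranged from -1.03 to -0.99 for ZBTB7A, from 1.04 to 1.11 for EPB41L5, from -0.14 to -0.05 for CDH2, from -0.29 to -0.22 for CTNNB1 and from -0.47 to -0.43 for VIM. With the replicate number as a block, 1077 genes passed the fold change and unadjusted p, 1073 of them shared with the fit without the block, and CDH2 had an adjusted p of 0.0517 by limma, the smallest over its alternatives, with 0.48 the largest.

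Other splits of the 6 libraries into 3 and 3 gave few genes. Every other split mixes scramble and shZBTB7A libraries, so the difference between the groups enters its residual spread and few genes can pass. The low counts therefore do not test for another difference between the lines. Of the 4 splits that part all same-numbered libraries, 1 gave as many genes with an adjusted p under 0.05, the real one, and likewise 1 gave as many genes past the fold change and unadjusted p. The other 3 of these splits gave 1 to 2 and 7 to 12 genes, and 71 to 83 genes had an unadjusted p under 0.05. The remaining 6 splits part only 1 same-numbered pair and gave 0 to 2 and 3 to 13 genes, with 81 to 148 at an unadjusted p under 0.05. With 10 splits in all the share cannot fall under 0.1, and among the 4 it cannot fall under 1 of 4. The depth in reads is unknown, which limits what can be said of genes listed at 0.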

Differences from the paper's values

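The numbers of differentially expressed genes and the 16 mRNA-seq fold changes of Supplementary Fig. 2a that were compared did not differ from the paper's by the criteria used. The ratio of each of these 16 fold changes of FPKM + 1 to the paper's was between 1.001 and 1.009. The remaining comparisons set fold changes of FPKM + 1 beside qPCR bars for shZBTB7A#1, which are another assay and were read by eye.

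The fold change of CDH2 was 0.935 against the paper's value of about 1.7 in Fig. 6h, that of CTNNB1 0.838 against about 2.1, and that of VIM 0.732 against about 1.5, all read by eye. For MDK, the fold change was 5.35, against the paper's about 1.0 in Fig. 3f and about 1.9 in Fig. 3c. For APOE it was 43.2 against about 1.5 in Fig. 3c, for IL1B 2.63 against about 0.6 in Fig. 3c, and for ITGA2 2.09 against about 1.0 in Fig. 3c. None of the alternatives set before the data were examined closed these gaps.

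For IL33, the fold change was 2.12 against the paper's about 4.1 in Fig. 3f, and with a pseudocount of 0.1 it was 3.71, which closed the gap. The other alternatives set before the data were examined did not. In Fig. 3c the bar of IL33 was at about 2.2, read by eye, from which 2.12 did not differ and 3.71 did. For IL27RA it was 3.56 against about 2.0 in Fig. 3c, and for THBS1 2.12 against about 1.2 in Fig. 3c. With a pseudocount of 5 these were 1.91 and 1.72, which closed both gaps, and the other alternatives set before the data were examined did not. Without a pseudocount the ratio of mean FPKM was 4.22 for IL33, near its bar in Fig. 3f and far from its bar in Fig. 3c. The gap of IL33 to Fig. 3f thus depends on the pseudocount. The ratios without a pseudocount were 5.65 for IL27RA and 2.32 for THBS1, further from the bars.

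The paper states that CDH2, CTNNB1 and VIM mRNA rose in shZBTB7A cells, and their FPKM values did not rise, with log2 fold changes of -0.10, -0.25 and -0.45. Fig. 3b and Fig. 3c list ADAM18, which had 0 FPKM in all 6 libraries, where Supplementary Table 2 lists ADAM8. MMP9 was listed at 0 in all scramble libraries, and its fold change was not compared with Supplementary Fig. 2a or with its qPCR bar. The count of differentially expressed genes was 1073 against the paper's 1124, and 1142 without a filter on low values. With TMM-scaled FPKM, all genes above 0 and an unmoderated model, chosen after seeing the values, it was 1127, with 600 higher and 527 lower.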

Other observations

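Of the tests in this part, those on VIM, CTNNB1 and CDH2, on the direction of the genes of Fig. 2j, on the U6 pseudogene and on Supplementary Table 2 were chosen only after the result was seen. The split into chromosome parts was made only for chromosomes 14 and 6, which had the highest and the lowest median, so it too followed the result.

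Chromosome medians of the log2 fold change spread more than in 10000 random assignments of genes to chromosomes (p = 0.0001, the smallest these permutations can give), and the largest was 0.197 in size, on chromosome 14. Chromosome 6 had a median of -0.16. Split at the median gene position, both parts of chromosome 14 were higher, with medians of 0.242 and 0.159, and both parts of chromosome 6 were lower, with medians of -0.199 and -0.127, so the smallest of the 4 was 0.127 in the direction of its chromosome. The medians were 0.187 and -0.17 under median centring and 0.202 and -0.167 under quantile normalization. A candidate explanation is that the scramble and shZBTB7A lines differ in copy number of these chromosomes. No DNA data were analysed here, and shared regulation of neighbouring genes was not tested.

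Glycolysis genes were lower in shZBTB7A cells. For 15 genes of the pathway listed before they were looked at, the median log2 fold change was -0.61, and 13 were lower, 12 of them with an adjusted p under 0.05 by limma, whereas PFKM and ALDOC were higher without passing that threshold. The median lay below all of 10000 random lists matched on mean FPKM (percentile 0), and again at percentile 0 after the trend on GC content and transcript length was subtracted. It was -0.62 under median centring and -0.48 under quantile normalization, with 13 genes lower in each. ENO2 had a log2 fold change of -1.05 and LDHA one of -0.82. The paper's introduction names SLC2A3 (as GLUT3), PFKP and PKM as genes that ZBTB7A binds and inhibits. In the cells with less ZBTB7A these had log2 fold changes of -0.43, -0.23 and -0.53. The falls are opposite to a release from such inhibition. A general fall of abundant genes did not account for the whole pattern, because 13 genes were still lower under quantile normalization, with a median of -0.48. Such a fall may account for part of the pattern. Under quantile normalization PKM moved from -0.53 to -0.27 and GAPDH, which is not among the 15, from -0.43 to 0.0254. SLC2A3 and PFKP moved less, to -0.41 and -0.18. The trend on GC content and length was slight (Spearman's rho across genes 0.03 and -0.06), and subtracting it left the median at -0.61. The chromosome medians, at most 0.197 in size, were smaller than this change. An off-target effect of the shRNA and other differences between the lines were not tested, so an effect of ZBTB7A on these genes may be proposed only as a hypothesis.

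GAPDH is listed among the paper's qPCR genes and was assumed here to be the reference gene, which the paper's text does not state. It fell from 5508 ± 214.9 to 4087 ± 165.7 FPKM (SD, n = 3 each), a log2 fold change of -0.43 that became 0.0254 under quantile normalization. Relative to GAPDH, the fold changes were 0.987 for VIM, 1.13 for CTNNB1 and 1.26 for CDH2, each under the qPCR bar of Fig. 6h. Under median centring and quantile normalization the highest log2 fold change of the 3 markers was -0.0804. Quantile normalization left the direction of the 3 markers unchanged. Median centring moved CDH2 only from -0.096 to -0.106, so it hardly tests scaling. Division by GAPDH raises the log2 fold change of every gene by the same amount, so the ratios above 1 do not test the direction. The direction of CDH2 and CTNNB1 thus depends on whether GAPDH was the reference. None of the 3 ratios reached its bar, but this is stricter than the criterion of the comparisons with the paper. There CXCL8, at 1.97 beside a bar of about 1.4, did not differ. Whether the gap of CDH2, 1.26 beside about 1.7, closes relative to GAPDH was therefore left undecided.

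Of 10 liver X receptor targets listed before the test, 7 could be tested, and their median lay at percentile 58.74 among matched random lists, so the list as a whole did not move with APOE and APOC1 (log2 fold change 3.97). Within the list NR1H3, which encodes a liver X receptor, rose from 3.34 to 7.63 FPKM (log2 fold change 0.99, limma adjusted p = 2.4e-05). LPCAT3 and MYLIP were also higher and SMPDL3A, SCD and SREBF1 lower with an adjusted p under 0.05 by limma. ABCA1, at 40.8 FPKM in scramble and 41.6 FPKM in shZBTB7A cells, had a log2 fold change of 0.03 (limma adjusted p = 0.739). Activation of the receptor at single targets is therefore not excluded. Interferon-stimulated genes, 12 of 17 tested, had a median at percentile 40.52 (61.31 under quantile normalization). Of these 12, 6 were higher and 6 lower, 5 and 1 of them with an adjusted p under 0.05 by limma, with 5 higher and 7 lower under median centring and 6 of each under quantile normalization. The 15 of 16 mesenchymal markers outside Fig. 2j that were tested had a median at percentile 29.73, with 7 higher and 8 lower in the main setting, 6 higher and 9 lower under median centring, and 8 higher and 7 lower under quantile normalization, where the median changed sign to 0.07 at percentile 80.52. Among the 23 genes of Fig. 2j, 18 or 78.3% were higher, against 54.5% of the other genes past the same criteria without a filter (two-sided Fisher's exact test, p = 0.0322). All 23 genes passed these criteria in the same libraries that Fig. 2j shows, so the test cannot separate the list from a selection on these data.

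More genes were above 0 in shZBTB7A libraries (16984 to 17239) than in scramble libraries (16495 to 16633). Genes at 1 FPKM or more in all 3 libraries of a group and at 0.1 or less in all 3 of the other numbered 4 gained and 0 lost (two-sided exact binomial test, p = 0.125, the smallest that 4 genes can give). The test therefore cannot show whether the greater depth of the shZBTB7A libraries, up to 1.19 times that of scramble replicate 1, accounts for the larger number of genes above 0. The 4 were GPR132, H19, MMP9 and SNORD16, named after their values were seen.

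The U6 pseudogene with 305072 FPKM in scramble replicate 2 has an annotated transcript of 107 bases. Genes shorter than 200 bases held 42.1% of the FPKM sum in scramble replicate 2 and between 4.99% and 9.63% in the other libraries. Without this gene they held 7.24% of the remaining sum in scramble replicate 2, within the range of the other libraries, so the 42.1% restates the single value and does not show its source. No biological explanation was tested.

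In Supplementary Table 2, the steps of the running enrichment score for genes outside a set correspond to 954, 963 and 1000 such genes in the 3 processes, so at most 1000. These steps are consistent with a ranked list that held only differentially expressed genes. For the 17 genes of Supplementary Fig. 2a, 5(F-1)/(F+1) of the paper's fold change F was set beside the rank metric. The largest difference was 0.094, above the limit of 0.01 set for the test, so the fold change alone did not give the metric for every gene. This difference is that of a single gene and does not show how many of the 17 exceeded the limit.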
